# Common bean resistance to *Xanthomonas* is associated with upregulation of the salicylic acid pathway and downregulation of photosynthesis

**DOI:** 10.1186/s12864-020-06972-6

**Published:** 2020-08-18

**Authors:** Justine Foucher, Mylène Ruh, Anne Préveaux, Sébastien Carrère, Sandra Pelletier, Martial Briand, Rémy-Félix Serre, Marie-Agnès Jacques, Nicolas W. G. Chen

**Keywords:** Common bean, *Xanthomonas*, Common bacterial blight, RNA-Seq, Resistance

## Abstract

**Background:**

Common bacterial blight (CBB) caused by *Xanthomonas phaseoli* pv. *phaseoli* and *Xanthomonas citri* pv. *fuscans* is one of the major threats to common bean crops (*Phaseolus vulgaris* L.). Resistance to CBB is particularly complex as 26 quantitative resistance loci to CBB have been described so far. To date, transcriptomic studies after CBB infection have been very scarce and the molecular mechanisms underlying susceptibility or resistance are largely unknown.

**Results:**

We sequenced and annotated the genomes of two common bean genotypes being either resistant (BAT93) or susceptible (JaloEEP558) to CBB. Reciprocal BLASTp analysis led to a list of 20,787 homologs between these genotypes and the common bean reference genome (G19833), which provides a solid dataset for further comparative analyses. RNA-Seq after inoculation with *X. phaseoli* pv. *phaseoli* showed that the susceptible genotype initiated a more intense and diverse biological response than the resistant genotype. Resistance was linked to upregulation of the salicylic acid pathway and downregulation of photosynthesis and sugar metabolism, while susceptibility was linked to downregulation of resistance genes and upregulation of the ethylene pathway and of genes involved in cell wall modification.

**Conclusions:**

This study helps better understanding the mechanisms occurring during the early colonization phase of common bean by *Xanthomonas* and unveils new actors potentially important for resistance and susceptibility to CBB. We discuss the potential link between the pathways induced during bean colonization and genes induced by transcription activator-like effectors (TALEs), as illustrated in other *Xanthomonas* pathovars.

## Background

Plant immunity is governed by a two-tier system capable of monitoring the presence of pathogens [1, 2]. The first layer of the plant immune system consists of the recognition of evolutionarily conserved pathogen- or microbe-associated molecular patterns (PAMPs or MAMPs) by pattern-recognition receptors (PRRs) [3, 4]. PRRs belong typically to the receptor-like kinase (RLK) family, which encompasses membrane proteins with an extracellular domain composed of either leucine-rich repeats or lysin motifs [5]. Activation of PRRs leads to a complex response called PAMP-triggered immunity (PTI) involving intracellular signaling, transcriptional reprogramming, and biosynthesis of compounds that limit microbial colonization [6]. Pathogens employ an array of proteins called effectors, a large proportion of which are able to subvert PTI [7]. For example, bacterial pathogens use a type III secretion system to inject dozens of type III effectors into host cells [8–10]. The second layer of plant immunity or effector-triggered immunity (ETI) consists of the direct or indirect recognition of effectors by intracellular disease resistance (*R*) proteins [11]. Most of these proteins belong to a large family of nucleotide-binding leucine-rich repeat (NLR) receptors. After pathogen detection, plants usually trigger a burst of Ca^2+^ followed by an extracellular production of reactive oxygen species and activation of mitogen-activated protein kinases (MAPKs). Different molecular pathways can be activated, involving major hormones such as salicylic acid (SA), jasmonic acid (JA) and ethylene, which are key for regulating the immune response to pathogen [12–14]. These pathways lead to defense responses characterized by, but not limited to the production of pathogenesis-related (PR) proteins and cell wall reinforcement [15].

Common bean (*Phaseolus vulgaris* L.) is the main grain legume used for direct human consumption. This crop is of particular interest for human nutrition, as it is one of the main sources of protein in many countries from America and Africa, as well as a source of vitamins, fibers and minerals [16, 17]. Common bean originated from Mesoamerica, from where populations migrated to the Andean region 146,000 to 184,000 years ago, resulting in the creation of two major gene pools (Mesoamerican and Andean) [18]. Wild plants from both gene pools differ in morphology, Mesoamerican having thinner leaves and producing pods and seeds that are smaller, though more numerous than their Andean counterpart [19].

Common bacterial blight of bean (CBB) is one of the main threats to bean cultivation with yield losses of more than 40% under favourable conditions [20, 21] and up to 75% in the most severe cases [22, 23]. CBB is characterized by water-soaking spots on leaves, stems and pods, further evolving into necrotic lesions sometimes surrounded by a chlorotic halo in leaves. This disease is caused by *Xanthomonas phaseoli* pv. *phaseoli* and *Xanthomonas citri* pv. *fuscans* [24–27]. These bacteria are mainly transmitted by seeds, and occur in all regions where common bean is cultivated [22]. CBB is mainly controlled by prophylactic methods such as the use of pathogen-free seeds, two-year rotations with non-leguminous crops and burning of plant residues [28]. In quarantine areas, seed lots are routinely tested using a method involving isolation of bacterial strains and identification using specific PCR or pathogenicity tests [29, 30]. However, *X. citri* pv. *fuscans* and *X. phaseoli* pv. *phaseoli* were recently removed from the quarantine list of the European Union (EU delegated regulation 2019/2072), which was previously the main quarantine zone for CBB agents worldwide. In this context, it is important to develop and use resistant genotypes, which is the most economic and ecologically safe management strategy against CBB [31, 32].

Although variations of CBB resistance levels have been observed in several common bean accessions, no major *R* gene to CBB has been described so far [33–35]. On the other hand, several *R* gene to CBB have been described in *P. acutifolius* and *P. coccineus* [36, 37]. Introgression of CBB resistance from *P. acutifolius* in XAN lines led to two major quantitative resistance loci (QRLs) associated with markers SU91 and BC420 [38, 39], which explain a significant part of the phenotypic variation [40–42]. Most resistant cultivars bred for CBB resistance possess the SAP6 marker deriving from the Great Northern landrace cultivars, such as ‘Montana No.5’ and ‘GN #1 sel 27’ [43, 44]. So far, 26 QRLs to CBB have been mapped using nine different bi-parental populations. These QRLs are dispersed throughout the common bean genome and poorly co-localize with each other when comparing the different populations tested. Moreover, most CBB resistances vary according to plant maturity, plant organs (leaf, pod or seed), pathogenic strains and environment [34, 45, 46], which reflects the high complexity of CBB resistance.

Analyzing the transcriptomic response of common bean to CBB is a way to enhance our knowledge on the molecular mechanisms underlying CBB resistance, and can provide important information for developing genetic management of the disease. However, to our knowledge, transcriptomic studies during *X. phaseoli* pv. *phaseoli* infection are limited to a cDNA-AFLP analysis [47] and RT-qPCR assays focused on *R* genes [48, 49]. Previous work using *X. phaseoli* pv. *phaseoli* isolate W18 identified four QRLs to CBB in a cross between the Mesoamerican genotype BAT93 (resistant to CBB) and the Andean genotype JaloEEP558 (susceptible to CBB) [50]. These QRLs are located on chromosomes 2, 5, 7 and 9 and explain 75% of the phenotypic variation. Here, we studied the transcriptomic response of BAT93 and JaloEEP558 to *X. phaseoli* pv. *phaseoli* strain CFBP6546R 48 h after inoculation.

## Results

### Pathogenicity assays

Resistance and susceptible phenotypes of common bean genotypes BAT93 and JaloEEP558 were demonstrated with bacterial growth and symptom development after inoculation with *X. phaseoli* pv. *phaseoli* strain CFBP6546R. For both genotypes, bacterial population sizes decreased during the first day, then increased rapidly up to day 5 and stabilized over time, which is a typical dynamic for common bean colonization by *Xanthomonas* [51]. However, bacterial population sizes were significantly higher on JaloEEP558 than on BAT93 (*p*-value < 0.05) at 8 and 15 days post inoculation (Fig. 1A). Moreover, BAT93 presented almost no symptoms, while 39 to 50% of the leaf area were symptomatic on JaloEEP558 (Fig. 1B). Symptoms 15 days post inoculation (DPI) were characterized by the apparition of necrotic areas that were not detected at 8 DPI. These results show that JaloEEP558 is susceptible, while BAT93 is resistant to strain CFBP6546R, as previously described for *X. phaseoli* pv. *phaseoli* isolate W18 [50].

**Fig. 1:**
Pathogenicity of strain CFBP6546R on BAT93 and JaloEEP558. Bacterial population sizes over time on BAT93 (dotted line) and JaloEEP558 (full line) (**a**). Quantification of symptoms assessed by chlorophyll fluorescence imaging at 8 and 15 DPI (**b**). Total symptomatic areas corresponded to the sum of impacted, wilted and necrotic tissues defined by using Fv/Fm tresholds as previously compared to visual inspection [52]. Error bars represent the standard errors of the means for three biological replicates. Below the histogram are examples of the leaflets presenting symptoms representative of each condition, obtained by chlorophyll fluorescence imaging (top) or visible imaging (bottom). Letters indicate significantly different groups (Mann-Whitney test, *p*-value < 0.05). CFU: colony-forming units. gFM: grams of fresh materials. DPI: days post inoculation

### Whole genome sequencing and annotation

The genomes of BAT93 and JaloEEP558 were sequenced and annotated to serve as basis for the mapping of corresponding RNA-Seq reads. For each genotype, Illumina sequencing produced around 3.2 × 10^8^ paired reads totalizing 6.4 × 10^4^ Mbp. The resulting assembly consisted of 36,622 scaffolds totalizing 453.0 Mbp for BAT93, and 31,483 scaffolds totalizing 449.3 Mbp for JaloEEP558, with a coverage of approximately 100X for both genotypes (Table 1). These assemblies represented around 84% of the *P. vulgaris* v2.1 reference genome (537.2 Mbp) from the Andean genotype G19833 [18] or 77% of the estimated genome size (~ 587 Mbp), and 82% of the BAT93 reference genome (549,6 Mbp) published by Vlasova et al. in 2016 [53]. Conversely, structural annotation predicted 33,275 and 32,914 protein coding genes for BAT93 and JaloEEP558, respectively, which are numbers higher than those found in the reference genomes of G19833 (27,433) or BAT93 (30,491). Reciprocal BLASTp (e-value ≤1 × 10^− 6^) using all predicted genes showed that our BAT93 and JaloEEP558 genome sequences shared more homologs (27,208) together than with both G19833 and BAT93 reference genomes (Table S1). Thus, to avoid possible biases due to different sequencing and annotation methods, we used our own version of the BAT93 genome for RNA-Seq mapping and comparative transcriptomic analysis between BAT93 and JaloEEP558. To ensure the quality of our data, we used a subset of homologs between BAT93 and JaloEEP558 that had the same best hit after BLASTp on the G19833 reference genome. After removal of paralogs, we obtained 20,787 unique genes that we used for all the analyses presented hereafter (Table S2).

**Table 1:** Summary of sequencing, assembly and annotation data

	BAT93	JaloEEP558
**Whole genome sequencing**		
Assembly length (bp)	452,993,439	449,275,055
Coverage	108x	114x
Number of scaffolds	36,622	31,483
N50 (size/number)	35,794/3086	44,310/2481
N90 (size/number)	4951/16,296	5936/13,165
% of Ns	0.92%	0.84%
**Annotation**		
Predicted genes	33,275	32,914
**RNA sequencing**		
Average raw reads	23,237,717	23,040,441
Average mapped reads on genes	20,197,275	20,731,141
% of mapped reads on genes	87%	90%

### Analysis of differentially-expressed genes

To explore the responses of BAT93 and JaloEEP558 to strain CFBP6546R, transcriptomes of inoculated leaves were produced. In other *Xanthomonas*-plant pathosystems such as tomato [54], rice [55] or sweet orange [56, 57], bacterial effectors impacted plant transcriptomes around 24 to 48 h after leaf infiltration. Here, we performed RNA-Seq analyses on inoculated leaves 48 h after infiltration. 

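The RNA-Seq data cover 12 libraries, 3 biological replicates for each of 4 groups. The groups are BAT93 and JaloEEP558 leaflets, vacuum-infiltrated with sterile water or with strain CFBP6546R of *X. phaseoli* pv. *phaseoli* at 100000000 CFU per mL and sampled after 48 h. BAT93 is the resistant Mesoamerican parent and JaloEEP558 the susceptible Andean parent of a mapping population. For each genotype, the authors mapped the reads to the gene models of that genotype's own assembly and deposited the number of reads counted on each gene, without normalization. Each library was sequenced on 2 lanes, and the counts of both lanes were summed here. Total counts were 42128213, 43363968 and 35346069 in the BAT93 water libraries and 27834826, 37262517 and 37771282 in the BAT93 CFBP6546R libraries. In JaloEEP558, they were 52297137, 53716547 and 46607654 after water and 23996392, 29243645 and 26291146 after CFBP6546R. A single count equals 0.0186 to 0.0417 CPM (counts scaled to the library size) in these libraries. The mean water total was 117% of the mean CFBP6546R total in BAT93 and 192% in JaloEEP558, so depth went with treatment in JaloEEP558. The tables list 33275 genes for BAT93 and 32914 for JaloEEP558. Each genotype was fitted on its own with edgeR, with TMM normalization and its default filter on low counts, which left 24020 and 23514 genes. Genes were called DEGs at the paper's thresholds, an adjusted *p*-value under 0.05 and |log2FC| over 1.5, where log2FC is CFBP6546R over water. Genes of both genotypes were paired through the first 1993 of the 20787 rows of Table S2, which cover chromosome 1, and 11 further pairs from the primer list of Table S13. Statements on homologs therefore cover 2004 pairs, and results for other homologs are not analysed here. A difference in response between the genotypes was tested as the genotype by treatment term of a fit over all 12 libraries.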

Illumina sequencing led to a total of 139.4 and 138.2 million raw reads for BAT93 and JaloEEP558 respectively, with an average of 23.2 million raw reads per sample for BAT93 and 23.0 million raw reads per sample for JaloEEP558 (Table 1). After stringent quality check, data cleaning and mapping, we obtained an average of 20.2 million mapped reads on genes per sample (87% of raw reads) for BAT93 and 20.7 million mapped reads on genes per sample (90% of raw reads) for JaloEEP558. 

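In the deposited tables, the mean total count per library was 37284479 for BAT93 and 38692087 for JaloEEP558. The paper's averages of mapped reads on genes are 20197275 and 20731141. The values given here use the deposited counts as they stand. Between 25104 and 27861 genes had at least 1 count in a library. The 10 most abundant genes held 4.51 to 6.96% of a library's counts. Between the 2 lanes of a library, counts per gene varied 1.85 to 2.27 times as much as independent counts would (chi-square per degree of freedom over genes with at least 20 counts).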

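Over the 2004 homolog pairs, principal component analysis of log2(CPM + 1) placed 53.5% of the variance on the first component and 20.8% on the second. On the first component, the water libraries lay between -30.4 and -16.8 for BAT93 and between -23.2 and -9.35 for JaloEEP558. The CFBP6546R libraries lay between 0.542 and 9.82 for BAT93 and between 20.4 and 41.2 for JaloEEP558. Of the latter, replicate 1 lay at 20.4, and replicates 2 and 3 at 41.2 and 37.3. Every CFBP6546R library thus lay above every water library of either genotype. The second component separated the genotypes, with BAT93 libraries from 5.47 to 18.5 and JaloEEP558 libraries from -21.9 to -4.69.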

Water-inoculated and bacteria***-***inoculated plants formed distinct groups after principal component analysis, confirming the similarity of biological replicates within each condition and the similarity of both genotypes after water treatment (Fig. S1). 

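Pearson correlations of the raw counts were computed within each genotype over all genes of its table. Between replicates, they averaged 0.872 ± 0.0858 (SD over 3 pairs of libraries) for BAT93 water and 0.880 ± 0.0769 for BAT93 CFBP6546R. In JaloEEP558, the means between replicates were 0.917 ± 0.0680 for water and 0.903 ± 0.0490 for CFBP6546R. Between water and CFBP6546R libraries, the correlation fell to 0.752 ± 0.112 in BAT93 (SD over 9 pairs) and 0.526 ± 0.0504 in JaloEEP558. In JaloEEP558, the lowest correlation between replicates (0.863) exceeded the highest between treatments (0.581). In BAT93 these ranges overlapped, with 0.793 as the lowest between replicates and 0.890 as the highest between treatments. On log2(CPM + 1) they no longer overlapped, at 0.965 and 0.960. The paper's matrix in Fig. S1 used its 20787 homologs. Over the 2004 pairs in use here, the means between replicates were 0.784 for BAT93 water, 0.941 for BAT93 CFBP6546R, 0.926 for JaloEEP558 water and 0.877 for JaloEEP558 CFBP6546R. Between treatments they were 0.706 in BAT93 and 0.445 in JaloEEP558. Between genotypes, the mean correlation was 0.634 for water against water and 0.790 for CFBP6546R against CFBP6546R. It was 0.400 for BAT93 water against JaloEEP558 CFBP6546R and 0.629 for BAT93 CFBP6546R against JaloEEP558 water. On other scales the order of the like treatments turned, with 0.943 for water and 0.923 for CFBP6546R on log2(CPM + 1), and 0.948 and 0.929 with Spearman's rho. No test was run on these correlations.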

Similar trends were observed using a Pearson correlation matrix, indicating that the bacteria had a significant effect on the transcriptomes of both genotypes. 

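Of the 2004 homolog pairs, 474 held a DEG in at least 1 genotype. Among the 1993 pairs of Table S2, 195 were DEGs in BAT93 (9.78%) and 389 in JaloEEP558 (19.5%). The log2FC values of both genotypes correlated with Pearson's r = 0.664 and Spearman's rho = 0.712 over the 1490 pairs tested in both. This correlation is across genes, which are not independent replicates. The BAT93 percentage fell to 5.52% without BAT93 water replicate 2 and to 4.47% without BAT93 CFBP6546R replicate 3. With DESeq2, the tool named in the methods, 563 pairs held a DEG.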

After bacterial inoculation, a total of 5581 out of the 20,787 homologs were differentially expressed in at least one genotype compared to water inoculation (Table S3), using adjusted *p*-value < 0.05 and |log_2_FC| > 1.5 (see Materials and Methods). Comparison of RT-qPCR and RNA-Seq values on 10 genes presenting different patterns of expression in BAT93 and JaloEEP558 revealed a high correlation for these genes (Pearson *r* = 0.95), further confirming the reliability of RNA-Seq data (Fig. S2).

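The RNA-Seq values of the genes measured by RT-qPCR were taken from the fits of all genes. *ARR9* (Phvul.001G125800) rose from 10.8 ± 2.14 to 518 ± 117 CPM in BAT93 and from 3.86 ± 1.09 to 576 ± 262 CPM in JaloEEP558 (SD, n = 3). Its log2FC was 5.58 (SE 0.306) in BAT93 and 7.22 (SE 0.548) in JaloEEP558, with adjusted p = 0.000505 and 0.000964 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between genotypes, 1.64 (SE 0.513), was not past the threshold in edgeR's interaction term (adjusted p = 0.0820). It was past it without JaloEEP558 CFBP6546R replicate 1 (2.01, adjusted p = 0.00550, edgeR) and with DESeq2 (adjusted p = 0.0204), within 0.00550 to 0.190 over the alternatives. *APR3* rose by a log2FC of 5.26 (SE 0.763) and 8.51 (SE 1.09) in BAT93 and JaloEEP558, with adjusted p = 0.00585 and 0.00238 from edgeR. *AIL1* had a log2FC of 3.96 (SE 1.13, adjusted p = 0.0372, edgeR) in BAT93 and 3.70 (SE 0.560, adjusted p = 0.00369, edgeR) in JaloEEP558. In BAT93 the call for *AIL1* was lost when any single library except water replicate 2 was left out, with adjusted p = 0.0655 to 0.110 from edgeR. Water replicate 2 held its only 8 counts after water, and without that library the log2FC was 8.23. With no water counts left, that value depends on the prior count and is not a bound. *ENODL18* was induced in BAT93 (log2FC 1.93, SE 0.228, adjusted p = 0.00377, edgeR). In JaloEEP558 its log2FC of 1.45 (SE 0.268, adjusted p = 0.00650, edgeR) lay below the threshold of 1.5. It passed the threshold with DESeq2 (1.51) and with DESeq2's size factors in edgeR (1.52), and also without JaloEEP558 water replicate 2 (1.70) or JaloEEP558 CFBP6546R replicate 1 (1.62). *HSP23.6-MITO* was too low for the fits of either genotype. Its counts in JaloEEP558 were 0, 0 and 1 after water and 128, 3 and 10 after CFBP6546R, a ratio of 366 between the counts summed over libraries and scaled by TMM library sizes, with a 95% counting interval from 64.6 to 14549.6. That ratio depends on CFBP6546R replicate 1, with 5.77 CPM against 0.131 and 0.432 in CFBP6546R replicates 2 and 3. DESeq2 called the gene induced in JaloEEP558 (adjusted p = 1.22e-05), as did edgeR without the filter on low counts (adjusted p = 0.0145).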

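The light harvesting gene *LHCB2* (Phvul.008G285100) was induced in JaloEEP558, from 336 ± 60.8 CPM after water to 1864 ± 770 after CFBP6546R (SD, n = 3 libraries each). Its log2FC was 2.47 (SE 0.416, adjusted p = 0.00491, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 2.19 and 2.76 with each library left out. In BAT93, it had 992 ± 1123 CPM after water and 640 ± 350 after CFBP6546R. The log2FC of -0.63 (SE 0.827, adjusted p = 0.588, edgeR) rested on water replicate 1, which held 105554 of its counts against 19986 and 8170 in the other replicates. Without that library, the log2FC was 0.88. The response differed between genotypes by 3.11 (SE 1.03), not past the threshold (adjusted p = 0.0974, edgeR's interaction term). DESeq2's interaction term was past it (adjusted p = 0.0127), within 0.0127 to 0.280 over the alternatives. Without BAT93 water replicate 1, the difference between genotypes was 1.60 (edgeR). Of the reference genes, *Act11* changed least, with log2FC -0.15 (SE 0.181) in BAT93 and 0.00 (SE 0.183) in JaloEEP558. *EF1-α* had a log2FC of -0.70 (SE 0.218, adjusted p = 0.0477, edgeR) in BAT93 and 0.08 (SE 0.280, adjusted p = 0.830, edgeR) in JaloEEP558. Its adjusted p in BAT93 was 0.0112 with DESeq2, and 0.0583 to 0.151 with each library left out (edgeR). In JaloEEP558, the signs of *Act11* and *EF1-α* turned negative when libraries were scaled by size only (-0.43 and -0.39). The sign of *EF1-α* there was also negative without water replicate 1 (-0.05) or water replicate 2 (-0.08). That of *Act11* was negative without water replicate 1 (-0.04), water replicate 3 (-0.02) or CFBP6546R replicate 3 (-0.05), and in the fit with no filter (-0.03). *IDE*, paired as in Table S13, had 0.39 (SE 0.163, adjusted p = 0.108, edgeR) in BAT93 and -0.55 (SE 0.172, adjusted p = 0.0377, edgeR) in JaloEEP558. Its adjusted p in JaloEEP558 was 0.0214 with DESeq2 and ranged from 0.00992 to 0.147 over the alternatives. Table S13, Table 2 and the text name 16 genes with a pair in use. In BAT93, 12 of them were tested and 6 were DEGs, or 8 when adjusted over the list alone. In JaloEEP558, 15 were tested and 11 were DEGs under both adjustments. The paper chose most of these genes on these samples, so the counts adjusted over the list alone are not independent evidence.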

### Global impact of *X. phaseoli* pv. *phaseoli* on the transcriptome of common bean

The susceptible genotype initiated a more intense and diverse biological response than the resistant genotype. Indeed, differential expression analysis identified 2576 and 4503 differentially-expressed genes (DEGs) in BAT93 and JaloEEP558 respectively, which represents 12 and 22% of the total homologs, respectively (Fig. 2). 

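Over all genes of each table, 3049 genes were DEGs in BAT93, 1388 induced and 1661 repressed, or 12.7% of the 24020 genes tested. In JaloEEP558, 6169 genes were DEGs, 2762 induced and 3407 repressed, or 26.2% of the 23514 tested. In 2987 of the BAT93 DEGs and 6117 of the JaloEEP558 DEGs, all CFBP6546R libraries lay on the same side of all water libraries. Among all tested genes, 50.1% and 60.9% were separated in this way, where chance gives 10%. With each library left out in turn, the number of DEGs ranged from 1439 to 3347 in BAT93 and from 4515 to 8210 in JaloEEP558. It fell to 1710 without BAT93 water replicate 2 and to 1439 without BAT93 CFBP6546R replicate 3. The repressed genes in BAT93 fell to 948, 813, 1082 and 588 without water replicate 1, water replicate 2, CFBP6546R replicate 2 and CFBP6546R replicate 3. The induced ones fell to 897 and 851 without water replicate 2 and CFBP6546R replicate 3. Leaving out any BAT93 library except water replicate 3 turned the balance to more induced than repressed genes. Without water replicate 3, 1400 were induced and 1947 repressed. A test of |log2FC| over 1.5 within edgeR (glmTreat), the alternative that lowered the counts most over the same genes, left 306 DEGs in BAT93 and 1943 in JaloEEP558. With DESeq2, 3953 and 7179 genes were DEGs. When only library size was used for scaling, 27.0% of the JaloEEP558 DEGs were induced, against 44.8% with TMM. That scaling moved the median log2FC of all JaloEEP558 genes from -0.12 to -0.54. From the larger number of DEGs, the paper concludes that the susceptible genotype had the more intense response.

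**Figure D1:**
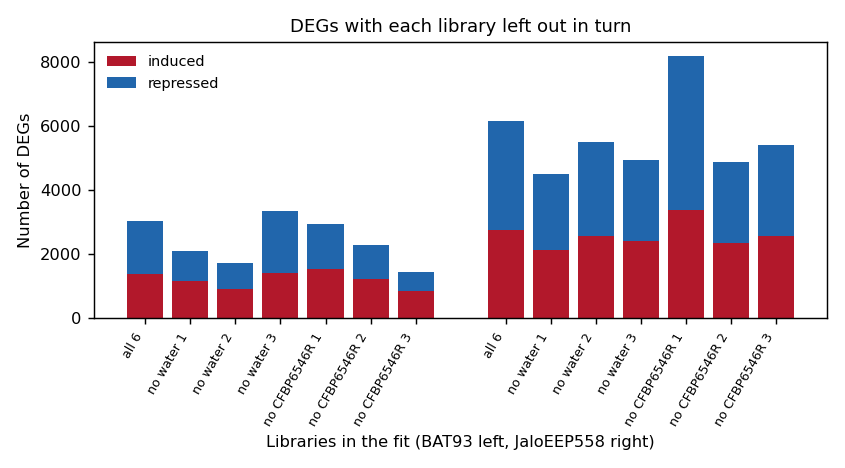
Number of DEGs (vertical axis, induced in red and repressed in blue) in fits of all 6 libraries of a genotype and of 5, with the library named on the horizontal axis left out. BAT93 is on the left, with 1439 to 3347 DEGs in the fits of 5 libraries, and JaloEEP558 on the right, with 4515 to 8210.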

Three groups of DEGs could be defined (Fig. 3). First, the core transcriptome consisting of 1482 genes simultaneously induced (758) or repressed (724) in both genotypes. 

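Among the homolog pairs in use, 120 were DEGs in the same direction in both genotypes, 75 induced and 45 repressed. Their number was 150 with DESeq2. It fell to 79 without BAT93 water replicate 2 and to 67 without BAT93 CFBP6546R replicate 3, where 46 were induced. The repressed pairs numbered 29 and 25 without BAT93 water replicates 1 and 2, and 21 without BAT93 CFBP6546R replicate 3. They numbered 26 without JaloEEP558 water replicate 3 and 69 without JaloEEP558 CFBP6546R replicate 1. In 9 of the 120 pairs, the size of the response differed between genotypes (interaction term, adjusted p under the same threshold as for DEGs).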

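Of the same pairs, 78 were DEGs in BAT93 only, 23 induced and 55 repressed. DEGs in JaloEEP558 only numbered 274, with 130 induced and 144 repressed. A DEG call in a single genotype does not show that the response differed. The interaction term passed its threshold in 3 of the 78 BAT93-specific pairs and in 58 of the 274 JaloEEP558-specific pairs. The BAT93-specific number fell to 34 without BAT93 water replicate 2, to 40 without BAT93 CFBP6546R replicate 2 and to 24 without BAT93 CFBP6546R replicate 3. Its induced part was 11, 10 and 35 without BAT93 water replicate 2, BAT93 CFBP6546R replicate 3 and JaloEEP558 water replicate 1. Its repressed part was 25 and 23 without BAT93 water replicates 1 and 2, 24 and 14 without BAT93 CFBP6546R replicates 2 and 3, and 31 without JaloEEP558 CFBP6546R replicate 1. With any single library left out, the JaloEEP558-specific number stayed within a factor of 1.5, and its repressed part fell to 95 without JaloEEP558 CFBP6546R replicate 2.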

Then, two specific transcriptomes, consisting of 1094 genes specifically induced (291) or repressed (803) in BAT93, and of 3021 genes specifically induced (1367) or repressed (1654) in JaloEEP558. Enrichment tests identified 83, 32 and 126 gene ontology (GO) terms enriched in the core, the BAT93-specific and the JaloEEP558-specific transcriptomes, respectively (Table S4). To remove redundancy and poorly-informative GO terms, we focused our analysis on biological process GO terms summarized using REVIGO [58]. This analysis highlighted 20, 11 and 29 GO terms enriched in the core, the BAT93-specific and the JaloEEP558-specific transcriptomes, respectively (Fig. 4). We hypothesized that the core transcriptome was representative of the general response of common bean to *X. phaseoli* pv. *phaseoli*, while the differences observed between the two specific transcriptomes likely reflected the differences in resistance or susceptibility observed between both genotypes faced to *X. phaseoli* pv. *phaseoli*.

**Fig. 2:**
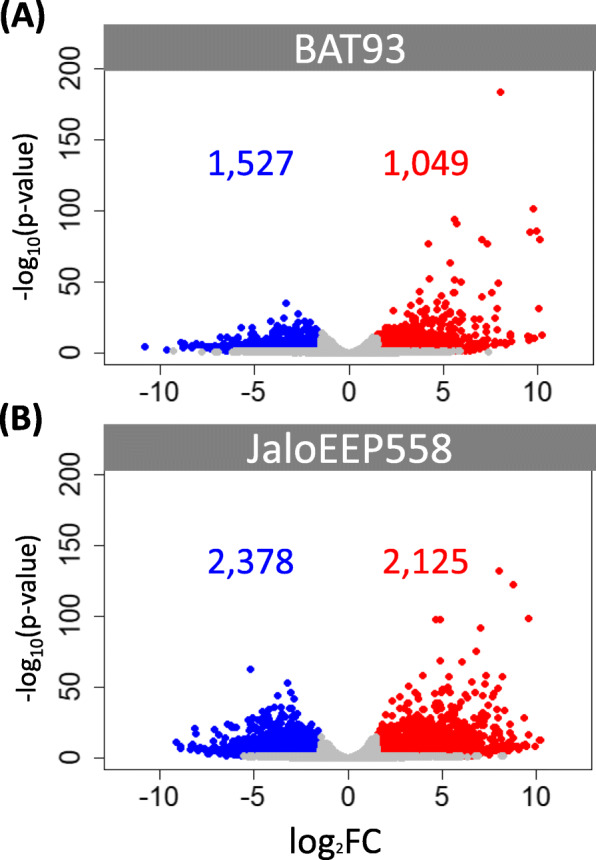
Global impact of strain CFBP6546R on the transcriptomes of BAT93 and JaloEEP558. Volcano plots represent the distribution of DEGs (adjusted *p*-value < 0.05, |log_2_FC| > 1.5) 2 days after inoculation of CFBP6546R on BAT93 (**a**) and JaloEEP558 (**b**). Each dot represents a gene either being upregulated (red), downregulated (blue) or non-differentially expressed (grey)

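The genes with the largest log2FC were taken from DEGs with an average log2 CPM of at least 1 whose CFBP6546R libraries all lay on the same side of all water libraries. The first in each direction had no counts at all in 1 treatment, so only a lower limit of its change can be given. These limits use a floor of 3 counts over the group and cover counting error only. The tables used here do not pair these genes with names. In BAT93, PVBAT9303674g0245601 (scaffold PVBAT9303674, 24069 to 25346, plus strand) had 0 counts in every water library and 72, 201 and 263 after CFBP6546R, at least 224-fold higher (adjusted p = 0.00444, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PVBAT9300276g0069891 (scaffold PVBAT9300276, 92538 to 94628, minus strand) had 1084, 304 and 12 counts after water and none after CFBP6546R, at least 372-fold lower (adjusted p = 0.0280, edgeR). This call was kept in only 2 of the 6 fits with a BAT93 library left out. It was lost without water replicate 2 or without any single CFBP6546R replicate, with an adjusted p of up to 0.0751 from edgeR. Its limit rests mostly on water replicate 1, with 23.4 CPM against 7.05 and 0.340 in water replicates 2 and 3. In JaloEEP558, PVJaloEEP55800409g0097691 (scaffold PVJaloEEP55800409, 58399 to 59066, minus strand) rose from 0 counts to 100, 258 and 183, at least 468-fold higher (adjusted p = 0.00179, edgeR). PVJaloEEP55820138g0325881 (scaffold PVJaloEEP55820138, 1 to 703, minus strand) had 383, 120 and 1522 counts after water and none after CFBP6546R, at least 260-fold lower (adjusted p = 0.0101, edgeR). The JaloEEP558 calls were kept in all 6 fits with a library left out. The limit of the repressed gene rests mostly on water replicate 3, with 25.1 CPM against 6.53 and 2.08 in water replicates 1 and 2.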

**Fig. 3:**
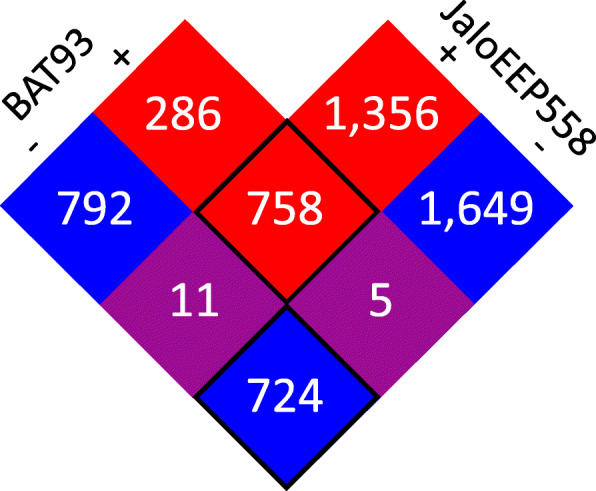
Venn diagram depicting the numbers of DEGs in BAT93 and JaloEEP558 during the interaction with strain CFBP6545R*.* Induced genes are highlighted in red while repressed genes are in blue. Purple squares represent genes with opposite responses in BAT93 and JaloEEP558. The core transcriptome corresponding to genes simultaneously induced or repressed in both genotypes is framed in black

**Fig. 4:**
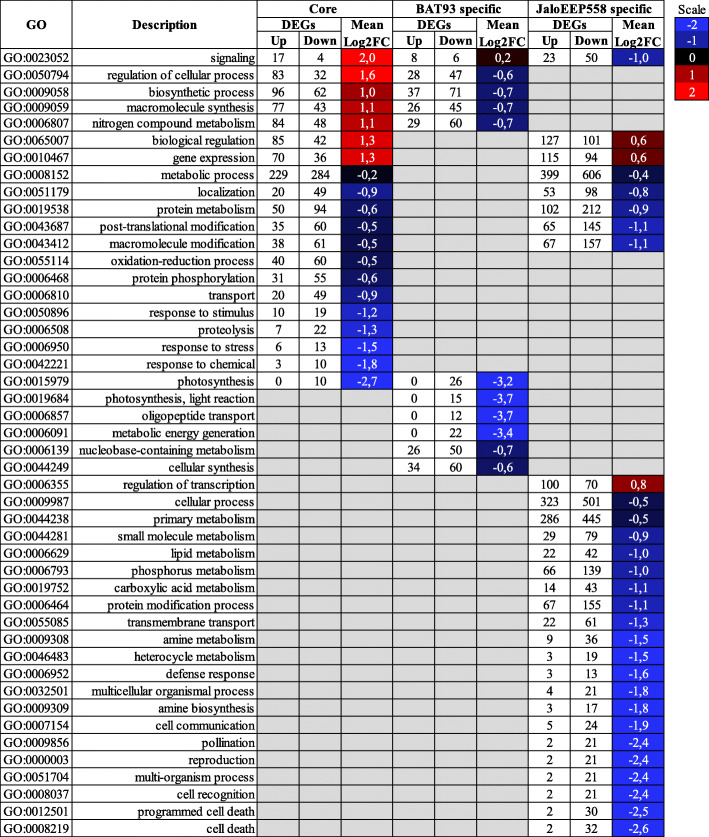
Enrichment tests on the core, the BAT93-specific and the JaloEEP558-specific transcriptomes. Enrichment tests were performed using the Parametric Analysis of Gene set Enrichment (PAGE) analysis on AgriGO v2 [59]. GO terms were considered enriched when comprising a minimum of 10 genes and presenting a False Discovery Rate (FDR) below 0.05. Enriched GO terms presented here were summarized using REVIGO [58]. Mean log_2_FC corresponds to the mean expression calculated using the log_2_FC from all DEGs within each GO. Grey boxes correspond to non-enriched GO terms

Resistance was linked to downregulation of photosynthesis while susceptibility was linked to downregulation of defenses. 

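Of the pairs of chromosome 1, 7 are annotated as photosystem, light harvesting or chlorophyll A-B binding proteins. In BAT93, 6 of them were tested and all had a log2FC below 0, from -4.41 to -0.50, with a median of -1.07. Of these, 2 were repressed DEGs. The *photosystem II subunit X* gene (Phvul.001G039200) had a log2FC of -1.52 (SE 0.468, adjusted p = 0.0467, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a *light harvesting complex photosystem II* gene (Phvul.001G242100) had -4.41 (SE 1.12, adjusted p = 0.0265, edgeR). Both were named after their values were seen. Without BAT93 water replicate 1, the median moved to -0.46 and neither was a DEG in edgeR. Leaving out BAT93 water replicate 2 or any single CFBP6546R replicate also took both below the DEG thresholds of edgeR. With DESeq2's size factors in edgeR, 1 was a DEG. In JaloEEP558, 5 genes were tested, with a median log2FC of -0.30 and values from -1.31 to 1.02. Without JaloEEP558 CFBP6546R replicate 1, that median was -1.20, with 2 repressed DEGs. Without JaloEEP558 CFBP6546R replicates 2 and 3 it was -0.16 and -0.12. With library size only, the median was -0.70 in JaloEEP558 and -1.20 in BAT93. Between genotypes, Δlog2FC (JaloEEP558 minus BAT93) of the 6 pairs tested for it ranged from -0.34 to 2.54, with an adjusted p of at least 0.237 in edgeR's interaction term. With *LHCB2* of Table S13 added to the set, a choice made after the values were seen, the medians were -0.97 in BAT93, -0.32 without BAT93 water replicate 1, and 0.08 in JaloEEP558. The last was below 0 without JaloEEP558 water replicate 2 (-0.06), CFBP6546R replicate 1 (-1.13) or CFBP6546R replicate 2 (-0.04). No enrichment test was run, since the homolog list is only partly in use.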

In BAT93, the most significantly enriched GO terms were related to photosynthesis (Table S4), with a large majority of repressed genes (Fig. 4), suggesting that the resistant genotype strongly suppresses production of primary energy. On the other hand, the most significantly enriched GO terms in JaloEEP558 were related to cell death (Table S4), with a majority of repressed genes annotated as *R* genes from the NLR family. Together with the fact that genes belonging to the GO term “defense responses” were predominantly repressed in this genotype (Fig. 4), this suggests that global defense responses are suppressed in the susceptible genotype. Interestingly, “signaling” was enriched in the specific transcriptomes of both BAT93 and JaloEEP558 as well as in the core transcriptome. DEGs belonging to “signaling” were mostly upregulated in the core transcriptome, while specific transcriptomes comprised both upregulated and downregulated genes. This suggests that common signaling pathways were induced in both genotypes, while other were specifically up- or downregulated in one genotype or another.

GO analysis done using up- and downregulated genes separately highlighted different GO terms than when using the whole dataset of DEGs (Table S5). It pointed out an upregulation of RNA metabolism and gene expression, as well as in nitrogen compound metabolic process in JaloEEP558, while the later was downregulated in BAT93.

### Detailed differences between resistant and susceptible genotypes

MapMan visualization gave a detailed overview of the differences between the resistant and susceptible genotypes (Fig. 5). In accordance with the GO analysis, Wilcoxon Rank Sum Test obtained with MapMan showed that genes related to photosynthesis were enriched in the BAT93-specific transcriptome, while defense genes related to biotic stress and signaling (RLK and PR genes) were enriched in the JaloEEP558-specific transcriptome (Table S6). Additionally, genes related to cell wall modification, ethylene signaling pathway and fatty acid metabolism were specifically enriched in JaloEEP558. To analyze the differences between both genotypes in more detail, we generated lists of genes from different classes (see Materials and Methods) and performed a KEGG analysis of hormonal signaling pathways (Table S7, Fig. S3).

**Fig. 5:**
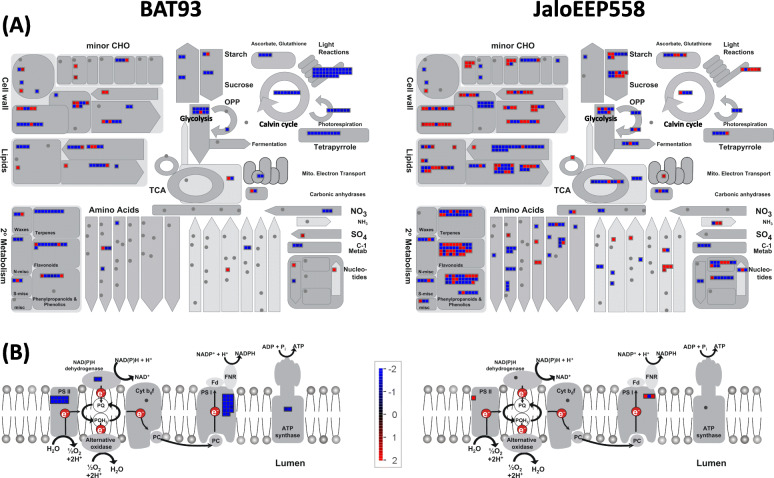
MapMan overview of DEGs in metabolic pathways (**a**) and the photosynthetic electron transport chain (**b**). DEGs from the specific transcriptomes of BAT93 (left) or JaloEEP558 (right) are represented by squares colored in blue (repressed) or red (induced) following the scale bar displaying changes in gene expression values in log_2_FC (in the center)

#### NLR and RLK genes

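Of the 38 NLR genes of Table S7, 4 could be paired with the deposited tables. In BAT93, 1 was a repressed DEG, and in JaloEEP558 3 were repressed (edgeR). All counts of DEGs given here include those shared by both genotypes, unlike the paper's specific numbers. DESeq2 called 1 and 4, and the JaloEEP558 number was also 4 in edgeR without JaloEEP558 CFBP6546R replicate 1. When adjusted over the list alone, 1 and 4 were DEGs. These genes were listed by the paper as DEGs in the same samples, so they are not independent evidence. The BAT93 gene was no longer a DEG without BAT93 CFBP6546R replicate 3. Without regard to the list, 6 pairs of chromosome 1 are annotated as NB-ARC or NBS-LRR proteins. Their median log2FC was -0.65 in BAT93, with 4 of 6 below 0, and -1.61 in JaloEEP558, with 6 of 6 below 0. Among these 6, 1 was a repressed DEG in BAT93 and 2 in JaloEEP558 (edgeR). The BAT93 number was 2 without CFBP6546R replicate 2, and the call was lost without CFBP6546R replicate 3. The response differed between genotypes for Phvul.001G093900, named after its values were seen (Δlog2FC -1.96, adjusted p = 0.0162, edgeR's interaction term).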

We observed a specific repression of 30 NLR genes in the susceptible genotype while only one was specifically repressed in BAT93 (Table S7). Additionally, two NLR genes were specifically induced in JaloEEP558, while one (Phvul.006G056500) was both induced in BAT93 and repressed in JaloEEP558, thus appearing as a good candidate for being involved in CBB resistance. The RLK family presented a more complex pattern than NLRs, with a large number of RLK genes specifically induced or repressed in each genotype. More RLKs were repressed than induced in both genotypes, with 11 and 40 specifically induced and 34 and 125 specifically repressed in BAT93 and JaloEEP558, respectively (Table S7). As a result, more RLKs were differentially-expressed in the susceptible genotype than in the resistant genotype.

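Table S7 lists 279 RLKs, of which 24 could be paired. In BAT93, 20 were tested, with 1 induced and 5 repressed DEGs. In JaloEEP558, 21 were tested, with 3 induced and 14 repressed. Shared DEGs are included in these counts, and the paper's numbers are of specific DEGs. Adjusted over the list alone, 6 and 19 were DEGs, which is not independent evidence because the list was drawn from these samples. The BAT93 number fell from 6 to 3 without BAT93 CFBP6546R replicate 3. Repressed RLKs in BAT93 then numbered 2, and 3 without BAT93 water replicate 2 or CFBP6546R replicate 2. In JaloEEP558, they fell from 14 to 9 without water replicate 3 or CFBP6546R replicate 2. Of 7 chromosome 1 pairs annotated as receptor kinases, the 5 tested in JaloEEP558 all had a log2FC below 0, with a median of -3.61. That median was -5.22 without JaloEEP558 CFBP6546R replicate 1. Only 4 were tested in BAT93, also all below 0, with a median of -1.40. The repression was larger in JaloEEP558 for Phvul.001G163700, named after its values were seen (Δlog2FC -3.15, adjusted p = 0.0162, edgeR's interaction term).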

#### Kinases

A majority of kinases other than RLKs was induced in the core transcriptome (15/17, Table S7). In particular, four genes encoding calcium-dependent protein kinases (CDPKs) and calcineurin B-like protein-interacting protein kinases (CIPKs) were induced in both genotypes, indicating that genes linked to calcium signaling were induced in common bean during the interaction with *X. phaseoli* pv. *phaseoli* whatever the outcome (resistance or disease). In the JaloEEP558-specific transcriptome, a large modulation of the expression of kinases occurred, which followed the same trend of induction (20/29) than what was observed in the core transcriptome. On the other hand, BAT93-specific transcriptome was less impacted and a majority of kinases (10/12) was repressed.

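Only 4 of the 57 kinases of Table S7 could be paired, all of them tested in both genotypes. In BAT93, 1 was induced and 1 repressed. In JaloEEP558, 1 was induced and 2 were repressed. The counts adjusted over the list alone were also 2 and 3, for a list chosen by the paper on these samples. The BAT93 count fell from 2 to 1 when any BAT93 library other than CFBP6546R replicate 1 was left out. Without JaloEEP558 CFBP6546R replicate 2, 1 kinase was repressed in that genotype.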

#### Transcription factors

A larger induction of transcription factors (TFs) was specifically observed in JaloEEP558 (137/268) compared to BAT93 (28/91, Table S7). 

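Of the 493 TFs of Table S7, 56 could be paired and 47 were tested in each genotype. There were 16 induced and 9 repressed DEGs in BAT93, and 15 induced and 15 repressed in JaloEEP558. These are all DEGs of a genotype, those shared with the other included, while the paper's numbers here are of specific DEGs. Adjusted over the list alone, the DEGs numbered 28 and 34. This is not independent evidence, since the TFs were listed as DEGs in these samples. With DESeq2, 17 were induced and 14 repressed in BAT93, and 23 were induced and 20 repressed in JaloEEP558. The BAT93 total fell from 25 to 13 without BAT93 water replicate 2, and likewise to 13 without BAT93 CFBP6546R replicate 3. Induced TFs then numbered 9 and 8. Repressed TFs in BAT93 numbered 4 without water replicate 1, water replicate 2 or CFBP6546R replicate 2, and 5 without CFBP6546R replicate 3. In JaloEEP558, 9 were repressed without water replicate 1 and 10 without water replicate 3.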

TFs from the APETALA2/ethylene response factor (AP2/ERF) superfamily presented the most differences between both genotypes (Fig. S3). Indeed, much more AP2/ERF genes were specifically induced in JaloEEP558 (32) than in BAT93 (4). 

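Among the pairs of chromosome 1, 20 are annotated as ethylene response factors or Integrase-type DNA-binding proteins. Their DEGs are counted whether shared or specific, unlike in the paper's numbers. In BAT93, 10 were tested, with a median log2FC of 0.24, 6 above 0 and 2 induced DEGs. In JaloEEP558, 8 were tested, with a median of 0.41, 6 above 0 and 1 repressed DEG. Scaled by library size only, the JaloEEP558 median was 0.01 with 4 of 8 above 0. With each library left out, the medians ranged from -0.01 (without water replicate 1) to 0.79 (without water replicate 3) in BAT93 and from 0.20 (without CFBP6546R replicate 3) to 1.12 (without water replicate 2) in JaloEEP558. Without BAT93 CFBP6546R replicates 1 and 2 the BAT93 median was 0.08 and 0.52, and without JaloEEP558 water replicates 1 and 3 or CFBP6546R replicate 1 the JaloEEP558 median was 0.91, 0.73 and 0.83. The induced calls in BAT93 were both lost in edgeR without water replicate 2, water replicate 3 or CFBP6546R replicate 3, and 1 was left without any other BAT93 library. The repressed call in JaloEEP558 was lost without any single water replicate or CFBP6546R replicate 1, while 2 genes were induced without any single CFBP6546R replicate. With the 2 matching genes of Table S13 added, a choice made after the values were seen, the medians were 0.40 in BAT93 and 0.96 in JaloEEP558. With each library left out, the BAT93 one ranged from 0.15 (without CFBP6546R replicate 1) to 0.93 (without water replicate 3). The JaloEEP558 one ranged from 0.57 (without CFBP6546R replicate 3) to 1.42 (without water replicate 2). Phvul.001G251200, named after its values were seen, responded differently in the genotypes (Δlog2FC 2.40, adjusted p = 0.0162, edgeR's interaction term). The AP2/ERF gene *ORA47* (Phvul.009G084400, Table 2) had 1, 0 and 0 counts after water and 12, 37 and 25 after CFBP6546R in JaloEEP558. The ratio of the summed counts, scaled by TMM library sizes, was 192, with a 95% counting interval from 33.4 to 7684, and the adjusted p was 0.00296 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In BAT93, its counts of 0, 0 and 13 after water and 0, 6 and 3 after CFBP6546R were too low for the filter. The difference in its response between genotypes was 7.34 (SE 2.28, adjusted p = 0.0799, edgeR's interaction term). It was 2.09 without BAT93 water replicate 3, which held all of its BAT93 water counts. DESeq2's interaction term was past the threshold (adjusted p = 0.0259), within 0.0259 to 0.915 over the alternatives.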

In the meantime, less AP2/ERF genes were repressed in JaloEEP558 (6) than in BAT93 (8). This indicates a specific induction of AP2/ERF genes in the susceptible genotype 48 h post-inoculation. Similar patterns were observed for the MYB family, although with smaller differences between both genotypes compared to AP2/ERFs (Fig. S3). 

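For WRKY factors, 7 pairs of chromosome 1 were in use and 6 were tested in each genotype. Their median log2FC was 0.79 in BAT93, with 4 of 6 above 0, and 0.32 in JaloEEP558, with 3 of 6 above 0. Induced DEGs, shared or specific, numbered 2 in BAT93 and 3 in JaloEEP558 (edgeR). A *WRKY DNA-binding protein 40* gene had the lowest log2FC in JaloEEP558, -2.54 (Phvul.001G042100, SE 1.47, adjusted p = 0.193 from edgeR's quasi-likelihood test), which was named after its value was seen. A neighbouring gene of the same annotation, Phvul.001G042200, had -2.19 (SE 1.46). The medians depended on single libraries. In BAT93 the median was 0.50 without water replicate 2 and 1.68 without water replicate 3. In JaloEEP558 it was 1.62 without water replicate 3, 0.49 without CFBP6546R replicate 1 and 0.12 without CFBP6546R replicate 2. The induced calls in BAT93 were lost in edgeR without water replicate 1 or CFBP6546R replicate 3, and 1 was left without water replicate 2. With library size only, the JaloEEP558 median was -0.12.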

Other major TF families such as WRKY and GRAS were more impacted (i.e. both more induced and more repressed) in JaloEEP558 than in BAT93.

#### Lipid metabolism

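From the lipid metabolism list of Table S7 with 118 genes, 9 could be paired and 8 were tested in each genotype. BAT93 had 2 induced and 1 repressed DEGs, and JaloEEP558 had 2 induced and 5 repressed. Shared DEGs are part of these counts, while the paper's numbers are of specific DEGs. Adjusted over the list alone, 3 and 7 were DEGs, in a list the paper drew from these samples. All 3 BAT93 calls were lost without CFBP6546R replicate 3 in edgeR, and 1 induced gene was left without water replicate 1, water replicate 2 or CFBP6546R replicate 2. In JaloEEP558, the number fell from 7 to 4 without water replicate 1, with 1 induced and 3 repressed, and to 3 without CFBP6546R replicate 2, with 1 induced and 2 repressed. It had 3 repressed genes without water replicate 3.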

Lipid metabolism was more impacted in the susceptible genotype (72 specific DEGs) than in the resistant genotype (23 specific DEGs, Table S7). Significantly, a large majority of genes involved in fatty acid synthesis (20/21) was specifically repressed in JaloEEP558 (Fig. 5a, Table S7). Some genes encoding proteins involved in lipid degradation, such as Alpha/beta hydrolases were also repressed in JaloEEP558, while others were upregulated, indicating that lipid degradation was impacted in different ways in the susceptible genotype [60]. On the other hand, fatty acid desaturases were mostly repressed in BAT93. Notably, the homolog of fatty acid desaturase 8 (*FAD8*, Phvul.006G068600) was both induced in JaloEEP558 and repressed in BAT93. These enzymes could play a role in defense activation [61, 62], hormone synthesis [63], increased membrane fluidity and influence membrane properties of chloroplasts [64]. Here, repression of these genes in the resistant genotype could be linked to the induction of plant defenses.

#### Photosynthesis and sugar metabolism

A global downregulation of photosynthesis and sugar metabolism occured in the resistant compared to the susceptible genotype (Fig. 5a). In particular, genes linked to the biosynthesis of photosystems I and II, the NAD(P) H deshydrogenase and the ATP synthase where largely repressed in BAT93 (Fig. 5b). By contrast, in JaloEEP558 three genes linked to the photosynthetic electron transport chain were induced. This result indicated a specific repression of the photosynthetic electron transport chain in the resistant genotype. More generally, the whole reactions taking place in the chloroplast appeared down-regulated in the resistant genotype, including the Calvin cycle, tetrapyrrole synthesis, photorespiration, the ascrobate and glutathione redox pathways (Fig. 5a). Sucrose and starch biosynthesis and degradation, and glygolysis were also specifically repressed in BAT93 (Fig. 5a).

#### Cell wall

Susceptibility was linked to the induction of cell wall modification and repression of cellulose biosynthesis while resistance was linked to the repression of genes involved in cell wall modification. Indeed, most genes involved in cell wall modification and degradation were induced in JaloEEP558 and repressed in BAT93. This was the case of xyloglucan endotransglycosylases, expansins, pectin methylesterase inhibitors, and glycosyl hydrolases (Fig. 5a and Table S7). On the other hand, genes involved in cellulose biosynthesis such as cellulose synthases were repressed in JaloEEP558.

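Of the 138 cell wall genes of Table S7, 15 could be paired. In BAT93, 12 were tested, with 2 induced and 3 repressed DEGs. In JaloEEP558, 13 were tested, with 5 induced and 5 repressed. DEGs shared by both genotypes are included. The numbers adjusted over the list alone were 6 and 11, and the list was chosen on these samples. In BAT93, the number of DEGs fell from 5 to 2 without water replicate 1 or without water replicate 2, and to 1 without CFBP6546R replicate 3. The JaloEEP558 number fell from 10 to 6 without water replicate 1. Induced genes in BAT93 numbered 1 without any single water replicate or CFBP6546R replicate 3. Repressed genes there numbered 1 without water replicate 1 or 2, and the repressed calls were lost without CFBP6546R replicate 3. In JaloEEP558, 2 were repressed without water replicate 1 or 3, and 3 without water replicate 2 or CFBP6546R replicate 2 or 3.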

#### Hormone signal transduction

Resistance and susceptibility were marked by opposite hormone signal transduction pathways. Indeed, resistance was linked to upregulation of SA signaling, while susceptibility was linked to upregulation of the ethylene pathway and downregulation of the SA and cytokinin pathways (Fig. S4). Several genes involved in resistance signaling were specifically repressed in JaloEEP558 such as the homolog of PATHOGENESIS-RELATED 1 (*PR1*, Phvul.006G197100) that was also specifically induced in BAT93 [65]. *PR1* being a marker of SA accumulation, these results suggest that upregulation of the SA pathway occurred in the resistant genotype while it was suppressed in a susceptible context. Consistently, cytokinin signaling was suppressed in JaloEEP558. This is highlighted by the strong induction of a homolog of genes encoding type A Arabidopsis response regulators (A-ARR), which are negative regulators of cytokinin signaling and SA-dependent basal immunity [66]. As described in the MapMan enrichment analysis, many genes involved in ethylene signaling were specifically induced in the susceptible genotype, including AP2/ERF genes (Table S6, Fig. S3). This trend is confirmed by the induction of homologs from ETHYLENE RESPONSE (ETR) and ERF1/2 genes (Fig. S4). Genes involved in other hormonal signaling pathways (auxin, brassinosteroids, gibberellins or abscisic acid) also showed contrasting expression profiles between resistant and sensitive genotypes, although the differences observed were not strong enough to be conclusive.

### Candidate genes for resistance to CBB

To search for genes putatively responsible for the resistance observed in BAT93, we have cross-checked different pieces of information that may suggest the involvement of certain genes in resistance to CBB. The different criteria we searched for were (*i*) that there was a large difference of log_2_FC values between the susceptible and resistant genotypes, (*ii*) that the gene was induced in one genotype and repressed in the other, and (*iii*) that the gene colocalized with a locus of resistance to CBB.

#### Genes with high log_2_FC difference

Interestingly, 201 DEGs had a large difference of expression (|Δlog_2_FC| > 5) between BAT93 and JaloEEP558 (Table S8). 

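Of the 432 pairs with a DEG and a log2FC in both genotypes, 15 had |Δlog2FC| over 5. In the interaction fit, the response differed between genotypes in 92 of 1636 pairs tested (edgeR's interaction term, adjusted p under the threshold), and in 11 of these by more than 5. Without adjustment, 404 pairs passed. DESeq2, which differed most among the alternatives that keep all libraries, gave 241 pairs, 19 of them by more than 5. The number of pairs depended on the libraries. It was 60, 36 and 49 without BAT93 water replicates 1, 2 and 3, and 36 and 38 without BAT93 CFBP6546R replicates 1 and 2. It was 34 and 48 without JaloEEP558 water replicates 1 and 2, and 287 and 42 without JaloEEP558 CFBP6546R replicates 1 and 2. Those over 5 fell to 7 without BAT93 CFBP6546R replicate 1 or 2. The *plant natriuretic peptide A* gene *PNP-A* (Phvul.009G094000) is among those over 5. In JaloEEP558, its counts were 0, 0 and 1 after water and 42, 56 and 63 after CFBP6546R. Summed over libraries and scaled by TMM library sizes, this is a ratio of 418 with a 95% counting interval from 73.9 to 16599. In BAT93 they were 4, 18 and 8 after water and 2, 7 and 8 after CFBP6546R, too low for the filter. Its Δlog2FC was 8.59 (SE 1.22, adjusted p = 0.00556, edgeR's interaction term).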

Among those genes, 148 (74%) were more expressed in JaloEEP558 than in BAT93. This proportion was higher than what was observed for the whole dataset (52%), and this difference was even higher when focusing on the top 50 genes with the largest |Δlog_2_FC|, among which 46 had a higher log_2_FC in JaloEEP558 than in BAT93 (Table S3). This indicates that the greatest differences observed between the two genotypes were due to genes strongly induced in JaloEEP558 and/or strongly repressed in BAT93. Of these 148 genes, the Heat Shock Protein (HSP) family was the most represented with 13 members, four of which belonged to the top 10 genes more expressed in JaloEEP558 than in BAT93. 

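In the pairs in use, 8 of the 15 with |Δlog2FC| over 5 had the higher log2FC in JaloEEP558. Over the 432 of 474 pairs with a DEG that had a log2FC in both genotypes, this share was 52.1%. Pairs too low for the filter in a genotype, such as *PNP-A*, *ORA47* and *PDLP7* in BAT93, are left out of the 15 and the 432. The paper lists these genes among its large differences, so its share is over a different kind of set. Of the 11 pairs over 5 that passed the interaction test, 6 were higher in JaloEEP558. With DESeq2 this was 13 of 19, and with DESeq2's size factors in edgeR 8 of 12. These pairs lie on chromosome 1 or in Table S13 only, and Table S13 lists genes the paper chose for RT-qPCR.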

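Chromosome 1 holds 7 pairs annotated as heat shock or HSP20-like proteins, 5 of them tested in each genotype. Their median log2FC was -0.62 in BAT93, with 3 of 5 below 0, and 0.59 in JaloEEP558, with 4 of 5 above 0. Scaled by library size only, the JaloEEP558 median was 0.15. In JaloEEP558, 1 of the 5 was an induced DEG, *HSP17.6II*. Without JaloEEP558 CFBP6546R replicate 2, 6 were tested, with a median of 0.86 and 2 induced DEGs. The response differed between genotypes in 1 of the pairs, again *HSP17.6II* (edgeR's interaction term). A neighbouring gene of the same annotation, Phvul.001G039800, named after its values were seen, was too low for the filter of each genotype's own fit. Its counts were 10, 14 and 7 after water and 0, 0 and 0 after CFBP6546R in BAT93, and 0, 0 and 2 after water and 540, 0 and 8 after CFBP6546R in JaloEEP558. In the interaction fit, its Δlog2FC of 15.45 (SE 3.86) lay at the edge of the threshold (adjusted p = 0.0508, edgeR's interaction term). With no counts in a group, this value depends on the prior count and is not a bound. The difference was past the threshold with DESeq2's size factors in edgeR, with no filter, and without any single JaloEEP558 CFBP6546R replicate (adjusted p = 0.0472, 0.0474, and 0.0330, 0.0287 and 0.0429, edgeR), within 0.0287 to 0.135 over the alternatives. Without JaloEEP558 CFBP6546R replicate 1 it was 10.01. DESeq2 gave no adjusted p for it. Reads that matched both equally well had been removed by the authors.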

Significantly, three genes from the Lateral Organ Boundaries (LOB) family belonged to the list of 148 genes. Two of these *LOB* genes (Phvul.007G195100 and Phvul.008G257400) were ranked second and 15th of the most induced genes in JaloEEP558, suggesting that the induction of *LOB* genes is important for susceptibility. On the other hand, 53 genes had a higher log_2_FC in BAT93 than in JaloEEP558 (Table S8). A large proportion of these genes belonged to families related to resistance such as RLKs (7), NLRs (2) and PRs (2), indicating that a classical resistance response occurred in BAT93.

#### Genes with opposite reactions to *X. phaseoli* pv. phaseoli

Only 16 DEGs were simultaneously induced in one genotype and repressed in the other one (Table S9). 

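In the 2004 pairs, 2 genes were DEGs in opposite directions, both induced in BAT93 and repressed in JaloEEP558. The first is the ovate family gene *OFP7*. For Phvul.001G013900, which was named after its values were seen, the log2FC was 3.88 (SE 0.615) in BAT93 and -2.09 (SE 0.612) in JaloEEP558, with adjusted p = 0.00726 and 0.0298 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its Δlog2FC was -5.96 (SE 0.865, adjusted p = 0.00575, edgeR's interaction term). DESeq2 gave 4 opposite pairs. With each library left out, edgeR gave 1 to 3. The number was 1 without BAT93 water replicate 2, BAT93 CFBP6546R replicate 3, any JaloEEP558 water replicate, or JaloEEP558 CFBP6546R replicate 2 or 3. It was 3 without BAT93 water replicate 1.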

Among those, 11 were both repressed in BAT93 and induced in JaloEEP558, suggesting that they contribute to either suppressing defenses and/or promoting disease (Fig. 3). Of those, six had also a |Δlog_2_FC| > 5, which encoded different proteins including a plasmodesmata-located protein (Phvul.001G229800), an HSP (Phvul.001G039700), a Lipid-Transfer Protein (Phvul.008G137100), a kinase (Phvul.008G081300), a pectin methylesterase inhibitor (Phvul.002G318500) and a sulfite exporter from the TauE/SafE family (Phvul.001G061000) (Table 2, Fig. 6). On the other hand, five genes were both induced in BAT93 and repressed in JaloEEP558, suggesting that they positively regulate resistance to CBB. Four of these genes had also a |Δlog_2_FC| > 5, including a placenta-specific 8 (PLAC8) family gene (Phvul.003G265800), an S-ribonuclease binding protein (SBP) family gene (Phvul.009G119200), a PR gene (Phvul.006G197100), and an ovate family gene (Phvul.009G057100).

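Of the 6 genes, 3 could be paired with the deposited tables. The plasmodesmata-located protein gene *PDLP7* (Phvul.001G229800) had 0, 0 and 2 counts after water and 17, 10 and 14 after CFBP6546R in JaloEEP558. The ratio of the summed and scaled counts was 53.2, with a 95% counting interval from 13.8 to 454 (log2FC 5.40, SE 0.973, adjusted p = 0.00596, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In BAT93 its counts went from 25, 7 and 4 to 0, 0 and 0, at least 9.55-fold lower for a floor of 3 counts over the group. That limit depends on water replicate 1, which held 25 of the counts. The BAT93 counts were too low for the filter, and DESeq2 (adjusted p = 0.0142) and edgeR without the filter (adjusted p = 0.0431) called the gene repressed. Its Δlog2FC was 11.83 (SE 1.93, adjusted p = 0.0149, edgeR's interaction term, within 6.88e-06 with DESeq2 to 0.0626 over the alternatives). The HSP gene *HSP17.6II* (Phvul.001G039700) rose from 0.0667 ± 0.0713 to 28.5 ± 36.9 CPM in JaloEEP558 (SD, n = 3; log2FC 8.66, SE 1.47, adjusted p = 0.00508, edgeR). In BAT93 it went from 1.80 ± 1.31 to 0.563 ± 0.0483 CPM, a log2FC of -1.67 (SE 0.583) that was not past the threshold (adjusted p = 0.0682, edgeR). DESeq2 called this gene repressed in BAT93 (adjusted p = 0.0319), within 0.0319 to 0.278 over the alternatives. Without BAT93 water replicate 3, which held 117 of its counts against 47 and 46 in the other water libraries, the log2FC was -0.85. The Δlog2FC was 10.32 (SE 1.57, adjusted p = 0.00753, edgeR's interaction term). For the *TauE/SafE* gene (Phvul.001G061000), JaloEEP558 went from 1.22 ± 0.256 to 11.2 ± 10.6 CPM (log2FC 3.20, SE 0.705, adjusted p = 0.0115, edgeR). Without JaloEEP558 CFBP6546R replicate 1 this log2FC was 2.11. BAT93 went from 8.19 ± 6.33 to 2.25 ± 0.936 CPM, a log2FC of -1.86 (SE 0.586) at the edge of the threshold (adjusted p = 0.0507, edgeR). It was called without BAT93 water replicate 1 (adjusted p = 0.0466, edgeR) with library size only (adjusted p = 0.0382, edgeR) and by DESeq2 (adjusted p = 0.00751, within 0.00751 to 0.149 over the alternatives). Without BAT93 water replicate 3 the log2FC was -0.98. The Δlog2FC was 5.05 (SE 1.00, adjusted p = 0.0185, edgeR's interaction term), and it passed the threshold in 9 of the 12 fits with a library left out. It did not without BAT93 CFBP6546R replicate 1, BAT93 CFBP6546R replicate 2 or JaloEEP558 water replicate 1 (adjusted p = 0.0533, 0.05005 and 0.0524, edgeR's interaction term).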

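The ovate family gene *OFP7* (Phvul.009G057100) could be paired, and the other genes are not analysed here. It lies on scaffold PVBAT9300935 of the BAT93 assembly from 48019 to 48813 (minus strand) and on scaffold PVJaloEEP55800095 of the JaloEEP558 assembly from 200125 to 200919 (minus strand). In BAT93, its counts were 0, 2 and 1 after water and 9, 18 and 34 after CFBP6546R. The ratio of the summed counts, scaled by TMM library sizes, was 25.5, with a 95% counting interval from 8.34 to 127 (log2FC 4.45, SE 0.930, adjusted p = 0.0151, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The BAT93 call was lost without BAT93 water replicate 2 (log2FC 5.23, adjusted p = 0.0511, edgeR) and without BAT93 CFBP6546R replicate 3 (log2FC 3.90, adjusted p = 0.0626, edgeR). In JaloEEP558, the counts were 19, 42 and 31 after water and 0, 0 and 1 after CFBP6546R. The ratio there was 0.0282, with a counting interval from 0.000706 to 0.161 (log2FC -4.89, SE 0.999, adjusted p = 0.00888, edgeR). That call was kept with each library left out, and the log2FC was -7.54 without JaloEEP558 CFBP6546R replicate 3. With no CFBP6546R counts left, that value depends on the prior count and is not a bound. The Δlog2FC was -9.34 (SE 1.50, adjusted p = 0.00819, edgeR's interaction term), and it passed the threshold in all 12 fits with a library left out.

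**Figure D2:**
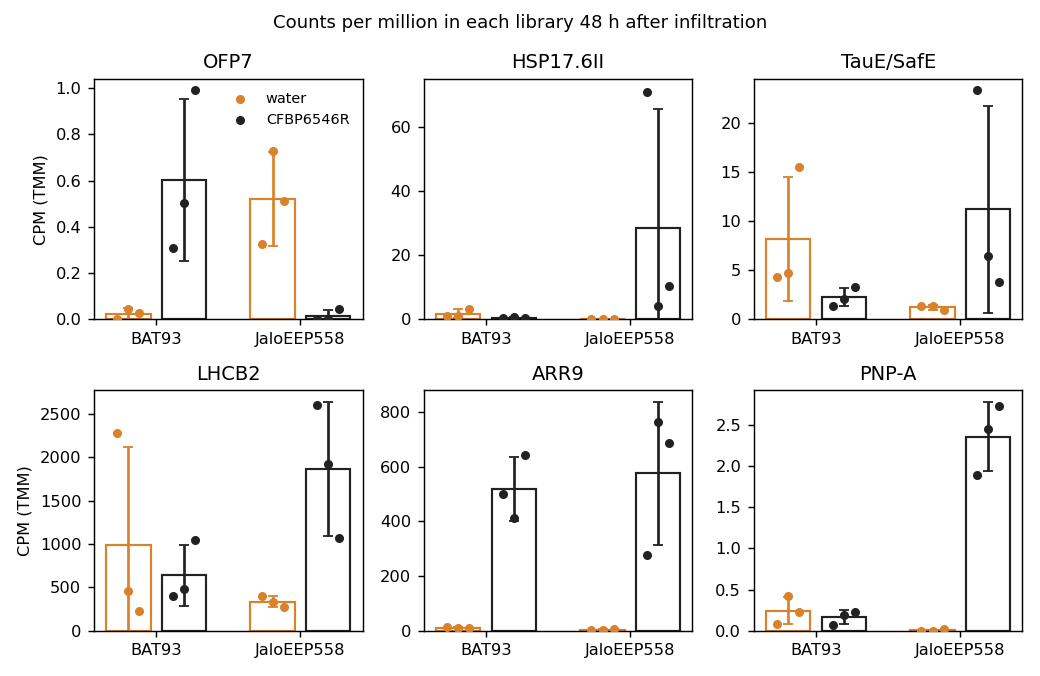
CPM (vertical axis, TMM normalized) of 6 genes in the water (orange) and CFBP6546R (black) libraries of BAT93 and JaloEEP558. Points are libraries, bars are means of 3 libraries and error bars are SD. OFP7 rises in BAT93 and falls in JaloEEP558, while a single BAT93 water library carries most of the LHCB2 counts in that group.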

**Table 2:** Candidate genes for resistance to CBB. Grey cases indicate non differentially-expressed genes (i.e. genes with −1.5 < log_2_FC < 1.5 and/or adjusted *p*-value ≥0.05)

Gene ID	Annotation	log_**2**_FC BAT93	log_**2**_FC JaloEEP558	|Δlog_**2**_FC| > 5	Inverse pattern of expression	Colocation with QRLs
Phvul.001G039700	17.6 kDa class II HSP	-1,67	8,75	Yes	Yes	–
Phvul.001G061000	Sulfite exporter TauE/SafE family	-1,86	3,23	Yes	Yes	–
Phvul.001G229800	plasmodesmata-located protein 7	-5,58	5,80	Yes	Yes	–
Phvul.002G212000	HSP20-like chaperones superfamily	-2,96	7,52	Yes	–	Yes
Phvul.002G231500	HSP20-like chaperones superfamily	-3,20	9,04	Yes	–	Yes
Phvul.002G243500	GDSL-like Lipase/Acylhydrolase superfamily	-8,35	-2,79	Yes	–	Yes
Phvul.002G249800	RmlC-like cupins superfamily	-3,81	1,43	Yes	–	Yes
Phvul.002G318500	Pectin methylesterase inhibitor	-1,86	3,43	Yes	Yes	–
Phvul.003G265800	PLAC8 family protein	3,25	-4,07	Yes	Yes	–
Phvul.005G014200	NLR	-1,02	-8,31	Yes	–	Yes
Phvul.005G034000	cytokinin oxidase/dehydrogenase 6	−9,67	−0,86	Yes	–	Yes
Phvul.005G044600	NAC (No Apical Meristem) domain transcriptional regulator superfamily	0,46	5,50	Yes	–	Yes
Phvul.005G049700	LOB 4	−1,25	4,23	Yes	–	Yes
Phvul.005G058600	MLP-like protein 43	4,19	−2,73	Yes	–	Yes
Phvul.005G085800	light-harvesting chlorophyll B-binding protein 3	−5,41	−0,30	Yes	–	Yes
Phvul.005G097600	plasmodesmata callose-binding protein 5	1,33	−3,99	Yes	–	Yes
Phvul.005G097800	bZIP transcription factor	−1,98	3,92	Yes	–	Yes
Phvul.006G197100	Pathogenesis-related 1 protein	4,85	−1,52	Yes	Yes	–
Phvul.007G013000	Eukaryotic aspartyl protease family	−5,87	1,45	Yes	–	Yes
Phvul.007G018600	FAD/NAD(P)-binding oxidoreductase family	−1,88	2,98	–	Yes	Yes
Phvul.007G024800	Major facilitator superfamily	1,05	−4,98	Yes	–	Yes
Phvul.007G030300	receptor serine/threonine kinase, putative	−1,32	−6,34	Yes	–	Yes
Phvul.007G038400	CYCLIN D3;1	−7,76	−2,01	Yes	–	Yes
Phvul.007G049700	cysteine-rich RLK 29	−1,88	1,68	–	Yes	Yes
Phvul.007G051300	cysteine-rich RLK 25	0,49	−5,54	Yes	–	Yes
Phvul.008G081300	Protein kinase superfamily	−3,96	3,96	Yes	Yes	–
Phvul.008G137100	Lipid-transfer protein	−3,68	5,63	Yes	Yes	–
Phvul.009G030900	Unknown protein	−5,53	0,56	Yes	–	Yes
Phvul.009G057100	ovate family protein 7	4,64	−4,99	Yes	Yes	Yes
Phvul.009G080200	17.6 kDa class II HSP	−3,10	4,47	Yes	–	Yes
Phvul.009G084400	Integrase-type DNA-binding superfamily	−0,53	7,55	Yes	–	Yes
Phvul.009G094000	plant natriuretic peptide A	−0,53	8,66	Yes	–	Yes
Phvul.009G097500	mitotic-like cyclin 3B	−5,85	−0,65	Yes	–	Yes
Phvul.009G106200	proline extensin-like receptor kinase 1	−2,56	2,82	Yes	–	Yes
Phvul.009G119200	SBP family	1,54	−4,90	Yes	Yes	–

**Fig. 6:**
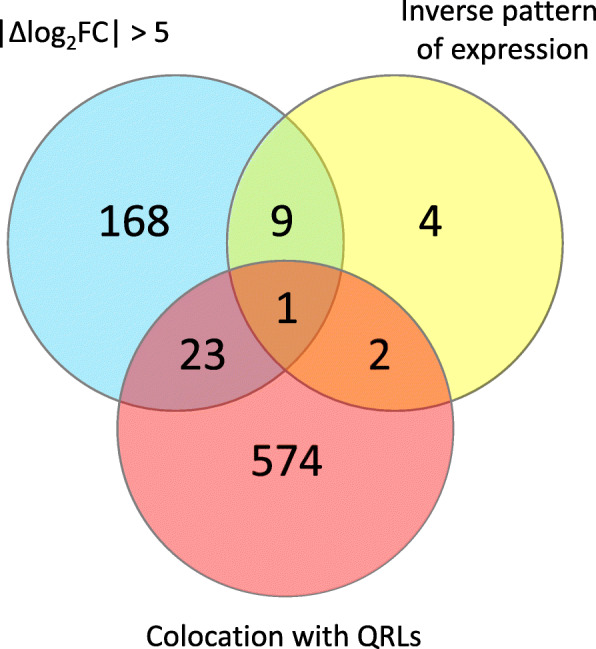
Venn diagram showing the numbers of DEGs potentially linked to resistance to CBB. The blue circle represents DEGs with a high Δlog_2_FC between BAT93 and JaloEEP558 (|Δlog_2_FC| > 5), the yellow circle represents DEGs with an inverse expression pattern between BAT93 and JaloEEP558 and the red circle represents DEGs that co-located with one of the four QRLs against CBB, described in the progeny of BAT93xJaloEEP558 [50]

#### Genes within QRLs

We positioned the four CBB QRLs previously identified in BAT93 on the bean reference genome and extracted the DEGs from specific transcriptomes located within these putative QRLs (Table S10). A total of 600 DEGs were retrieved in these four CBB QRLs, among which 24 (4.0%) had a |Δlog_2_FC| > 5, which is similar to the ratio observed in the whole transcriptomic data where 201 out of 5581 DEGs (3.6%) had a |Δlog_2_FC| > 5 (Fig. 6). In addition, 12 and 21% of the total genes were differently expressed in the QRLs of BAT93 and JaloEEP558, respectively, which is not different from what was observed for the whole transcriptome (Fig. 2). Thus, no specific pattern of expression could be observed in the QRLs compared to the rest of the common bean genome. 

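Of the 600 DEGs of Table S10, only 4 could be paired with the deposited tables. They are *OFP7*, *PNP-A*, *ORA47* and *HIPP09*, all placed by Table S10 in the QRL of chromosome 9. In BAT93, 2 of them were induced, and in JaloEEP558 3 were induced and 1 repressed (edgeR). *HIPP09* (Phvul.009G038800) had a log2FC of 9.98 (SE 1.15) in BAT93 and 4.99 (SE 1.03) in JaloEEP558 (adjusted p = 0.00358 and 0.00914, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its difference between genotypes, -4.99 (SE 1.70), was not past the threshold of edgeR's interaction term (adjusted p = 0.107). With DESeq2 it was (adjusted p = 0.00421), within 0.00421 to 0.234 over the alternatives. The response differed between genotypes in 2 of the 4, *OFP7* and *PNP-A*, by edgeR's interaction term and in all 4 by DESeq2's. The shares of DEGs in the QRLs were not analysed here, since Table S10 lists DEGs only.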

Among the genes in QRLs with |Δlog_2_FC| > 5, the three most repressed genes in JaloEEP558 were one NLR gene (Phvul.005G014200) and two RLK genes (Phvul.007G051300 and Phvul.007G030300). Thus, these three genes represent good candidates for CBB resistance. The previously described HSP (Phvul.002G231500, Phvul.002G212000 and Phvul.009G080200) and LOB (Phvul.005G049700) genes specifically induced in JaloEEP558 or repressed in BAT93 were also retrieved in these QRLs.

Only one gene presented the three characteristics of being induced in BAT93 while repressed in JaloEEP558, having a |Δlog_2_FC| > 5 and locating in a QRL to CBB. This gene (Phvul.009G057100) is located within the QRL associated to marker *D0157* on chromosome 9. It belongs to the ovate family, which is involved in plant growth regulation and can suppress elongation [67–69].

## Discussion

In this work, we used RNA-Seq data to investigate the transcriptomic response of resistant and susceptible common bean genotypes during their interaction with *X. phaseoli* pv. *phaseoli.* Importantly, our work provided novel whole genome sequence data of two parental lines of a reference population (BAT93 x JaloEEP558) used in many genetic and genomic studies, including mapping of disease resistances [70–78].

A global trend was that the proportion of DEGs was higher in the susceptible genotype (22%) than in the resistant genotype (12%). This result highlights that susceptibility results in a larger reprogramming of gene expression than resistance, which was not surprising since a similar trend was observed in many other studies describing plant transcriptomic responses to diverse plant pathogens including fungi, bacteria and viruses [79–83].

In the core transcriptome, the induction of genes from the CIPK and CDPK families suggests that both genotypes are able to perceive *X. phaseoli* pv. *phaseoli* through Ca^2+^ signaling [84–87]. Following this hypothesis, the susceptibility to CBB observed in JaloEEP558 would result from inhibition of PTI by bacterial effectors rather than from non-detection by PRRs. In accordance with this, the susceptible genotype displayed a large repression of genes putatively involved in PTI such as RLKs, as well as defense response and NLR genes. This indicates that successful bean colonization by *X. phaseoli* pv. *phaseoli* is linked to suppression of plant defenses and reflects a potential involvement of bacterial effectors.

Pathogenic bacteria from the genus *Xanthomonas* are often described as hemibiotrophic [88]. Here, apparition of necrotic tissues suggested that *X. phaseoli* pv. *phaseoli* shifted from biotrophic to necrotrophic from 8 to 15 DPI. The defense response to biotrophic and hemibiotrophic pathogens is usually regulated by SA while defense responses to necrotrophic pathogens classically involve JA and ethylene [13, 89]. Here, a global induction of the SA pathway was linked to resistance, suggesting that an adapted SA response is effective in BAT93 48 h after infection by *X. phaseoli* pv. *phaseoli*. On the other hand, susceptibility was linked to the induction of the ethylene pathway and repression of the SA pathway, which are often described as being antagonistic to each other [89]. The induction of the ethylene pathway is reminiscent of the observation that ethylene is implicated in increased symptoms in other *Xanthomonas*-plant pathosystems [90–92]. In this view, it is tempting to speculate that ethylene is involved in successful colonization by *X. phaseoli* pv. *phaseoli*, while SA is involved in common bean resistance to CBB.

The specific suppression of photosynthesis, sugar metabolism and other chloroplast-associated genes observed in BAT93 reflects a rather classical defense response. Indeed, similar trends have been described using transcriptomics in different interactions between plants and bacteria [93–96] and integration of transcriptomic data from different pathosystems led to the hypothesis that suppression of photosynthesis is part of the plant adaptive immunity [97]. In addition, several studies have shown that incompatible interaction is linked to a decrease in photosynthetic activity [98–101] and that inhibition of photosynthesis often leads to the accumulation of reactive oxygen species [102]. Supporting this, it is interesting to note that *Xanthomonas citri* pv. *citri* is able to counter the decrease in photosynthesis by mimicking a plant natriuretic peptide, leading to suppression of resistance in citrus leaves [103].

The plant cell wall plays an important role in plant immunity, both as a physical barrier against pathogens and by releasing signaling compounds known as DAMPs when altered [104]. Successful pathogens are usually able to degrade the plant cell wall to access nutrients. In JaloEEP558, specific induction of genes involved in cell wall modification, such as expansins, xyloglucan endotransglycosylases and glycosyl hydrolases, suggests that remodeling of cell wall occurred in the susceptible genotype [105, 106]. In accordance with this, early CBB phenotype usually corresponds to water-soaking symptoms involving the softening and loosening of the cell wall. In contrast, cell wall modification genes were repressed in BAT93, which could suggest that cell wall rigidification occurred in the resistant genotype, thus preventing bacterial progression. Modification of the cell wall is tightly linked to cell size and shape and to morphogenesis of plant organs [107]. Interestingly, transcription factors from the LOB and ovate families were found both among the most differentially expressed genes between BAT93 and JaloEEP558, and among the DEGs located in QRLs to CBB.

LOB is a family of plant-specific transcription factors with key roles in the regulation of plant organ development [108, 109]. Induction of *CsLOB1* by *Xanthomonas* in *Citrus sinensis* triggers cell expansion and is required for symptom development [57]. Induction of *LOB* genes can induce genes involved in cell wall modification such as pectin methylesterase inhibitors [110]. Here, the strong induction of *LOB* genes in JaloEEP558 could contribute to the induction of downstream genes involved in cell wall modification and to the development of symptoms. The *LOB* gene Phvul.005G049700 is located on chromosome 5 and colocates with a QRL linked to marker *D1081*, explaining 15% of the phenotypic vartiation [50]. Therefore, Phvul.005G049700 could putatively act as a negative regulator of resistance to CBB.

On the other hand, the ovate family member Phvul.009G057100 was strongly induced in the resistant genotype and repressed in the susceptible genotype. This gene could positively contribute to CBB resistance as it colocates with a QRL on chromosome 9 that is linked to marker *D0157*, and explains 13% of the phenotypic variation [50]. Consistent with this hypothesis, ovate family members act as transcriptional repressors involved in the suppression of cell growth and elongation as well as in the regulation of secondary cell wall and vascular development [67–69]. However, to our knowledge, the ovate family has not so far been described as playing any role in plant-pathogen interaction.

Altogether, our analyses pointed out different molecular pathways appearing important for either promoting disease in the susceptible genotype or triggering immunity in the resistant genotype. The genes involved in these pathways were scattered throughout the whole common bean genome, which reflects the complexity of CBB resistance. In particular, large clusters of dozens of NLR genes exist at common bean subtelomeres [111–114] but the 30 NLRs repressed in JaloEEP558 following *X. phaseoli* pv. *phaseoli* infection did not correspond to the specific repression of one of these clusters. Thus, no particular locus was unveiled as being responsible for CBB resistance. To summarize, resistance was linked to suppression of photosynthesis and sugar metabolism and induction of the SA pathway, while susceptibility was linked to downregulation of plant defenses and upregulation of the ethylene pathway and AP2/ERF transcription factors as well as genes involved in cell wall modification.

*Xanthomonas* bacteria possess transcription activator-like effectors (TALE) that are type III effectors able to induce the transcription of genes by specifically binding to the promoter of plant susceptibility genes and recruiting the transcription machinery [115]. Nine different TALE-encoding genes and alleles have been described in CBB agents [116]. Strain CFBP6546R used in this study bears *tal19I* and *tal18H* [116]. Interestingly, most of the pathways induced in the susceptible genotype or repressed in the resistant genotype were previously described as being induced by TALEs to promote disease [117]. For example, the best-characterized TALE targets so far are *SWEET* genes that encode sugar exporters presumably providing nutrients for the pathogen [118–121]. *SWEET* gene induction by TALE has been described in the interaction of *Xanthomonas* with rice [121–127] cassava [128] and cotton [129]. According to our results, it is tempting to speculate that the suppression of photosynthesis and sugar metabolism observed in the resistant genotype could lead to the reduction of sugar production by the plant cells, thus contributing to resistance by depriving bacteria of sugar. Interestingly, one *SWEET* gene (Phvul.009G134300) was specifically repressed in the resistant genotype, while another one (Phvul.002G203600) was specifically induced in the susceptible genotype. However, Phvul.002G203600 was not predicted as a target of TAL19I or TAL18H [116]. Thus, but it seems that its induction was not due to the action of TALEs.

Other TALE targets include different types of TFs from the AP2/ERF [130], bHLH [54, 131] or LOB [57, 132, 133] families, which is reminiscent of what was observed here in the susceptible genotype. Interestingly, these targets are often linked to cell wall reorganization and modification of the plant cells shape. In pepper, the TALE AvrBS3 from *Xanthomonas campestris* pv. *vesicatoria* induces the bHLH TF UPA20, which leads to the hypertrophy of leaf cells [131]. In tomato, AvrHah1 from *X. gardneri* targets another bHLH TF whose induction upregulates the expression of a pectate lyase responsible for the apparition of water soaking symptoms [54]. In citrus, the induction of *CsLOB1* by different TALEs from *X. citri* pv. *citri* or *X. citri* pv. *aurantifolii* is required for the apparition of canker symptoms due to hyperplasia and rupture of the epidermis in infected tissue [57, 132, 133]. Here, the JaloEEP558-specific induction of *LOB* homologs and other genes involved in cell wall degradation and modification suggests that *X. phaseoli* pv. *phaseoli* employs mechanisms similar to what was observed in tomato and citrus. The parallel observed between our transcriptomic data and TALE targets in different plant species suggests that TALE evolution was driven by the necessity to target pre-existing susceptibility hubs in plants. This also raises the question as to whether *AP2*/*ERF*, *bHLH*, pectate lyases, or *LOB* homologs could constitute direct targets for TALEs from *X. phaseoli* pv. *phaseoli* in common bean. Thus, searching for *X. phaseoli* pv. *phaseoli* TALE targets in common bean would bring valuable knowledge on the molecular interactions between common bean and *X. phaseoli* pv. *phaseoli*.

## Conclusions

The analyses presented here bring novel information about the transcriptomic response of common bean to *X. phaseoli* pv. *phaseoli* attack, and may help to better understand the mechanisms underlying resistance to CBB in common bean. The global trends observed here lead to the hypothesis that the transcriptome of susceptible varieties is largely manipulated by the bacterium, while resistant varieties retain control of their transcriptome, increase signaling and adapt their metabolism for defense purposes.

## Methods

### Plant materials, bacterial strains and growing conditions

The original seeds from common bean cultivars BAT93 (Mesoamerican) and JaloEEP558 (Andean) were obtained from the Center for Tropical Agriculture (CIAT, Colombia) and are available under accession numbers G51294 and G9603, respectively (http://genebank.ciat.cgiar.org/genebank/main.do). Common bean cultivars were seeded in plastic pots (7 × 7 × 8 cm) containing pre-wetted soil. Plants were grown in a growth chamber at 23 °C/20 °C (day/night) with 80% relative humidity and a photoperiod of 16 h. Plants were watered every 2 days with water for the first 10 days, then with a nutrient solution of N-P-K (15–10-30). The day before inoculation, relative humidity and temperature were increased at 95% and 28 °C/25 °C (day/night) to provide adequate conditions for infection.

*X. phaseoli* pv. *phaseoli* strain CFBP6546R is a rifamycin-resistant derivative of strain CFBP6546. This strain was grown at 28 °C for 48 h on Trypticase Soy Agar (TSA) medium (17.0 g.L^− 1^ pancreatic digest of casein; 3.0 g.L^− 1^ enzymatic digest of soya bean; 5.0 g.L^− 1^ NaCl; 2.5 g.L^− 1^ K_2_HPO_4_; 2.5 g.L^− 1^ glucose; 15 g.L^− 1^ agar) supplemented by rifamycin (50 mg. L^− 1^), then at 28 °C for 24 h on TSA10 (a 1/10 dilution of TSA, except for agar maintained at 15 g.L^− 1^) supplemented by rifamycin (50 mg. L^− 1^) to obtain fresh bacterial cultures.

### Pathogenicity assays

Inoculations were performed at stage V1 (first trifoliolate leaf unfolded) by dipping the first trifoliate leaf for 30 s into bacterial suspensions calibrated at 1 × 10^7^ CFU.mL^− 1^ in sterile distilled water (CFU: colony-forming unit). Water-inoculated plants were used as control. For bacterial population sizes, at least three plants per condition were harvested at 2 h, 1, 5, 8, and 15 days post-inoculation (DPI). Each trifoliate leaf was ground individually for 2 min in a plastic bag supplemented with 10 mL of distilled water, using a Stomacher 80 (Seward, London, United Kingdom) at maximum power. Appropriate dilutions were plated on TSA10 supplemented by rifamycin (50 mg. L^− 1^) and incubated at 28 °C for 72 h before counting. At 8 and 15 DPI, symptom development was monitored by chlorophyll fluorescence imaging [134] at the PHENOTIC Seeds and Plants platform of the IRHS in Angers (France). Each leaflet was set in the dark for 30 min. Then, a first picture was taken under a modulated flash of light to measure basal fluorescence (F0) of the tissues, followed by another picture taken under a high flash of saturating light to measure the maximum fluorescence emission level (Fm). For each pixel, the maximum quantum yield of photosystem II photochemistry (Fv/Fm = (Fm-F0)/Fm) was calculated with Phenoplant (http://www.phenoplant.org) to discriminate diseased and healthy leaf areas [52]. Diseased areas were divided into different Fv/Fm clusters according to the intensity of the symptoms (impacted, wilted and necrotic) [52]. Pathogenicity assays were performed twice independently.

### Bean whole genome sequencing, assembly and annotation

Genomic DNA was extracted from young leaves and buds using the Nucleospin Plant II kit (Macherey-Nagel, Hoerdt, France). Paired libraries were prepared using the Illumina TruSeq Nano DNA Library prep kit, then sequenced at 2 × 150 bp on an Illumina HiSeq3000. Reads were trimmed to the first undefined base and assembled using SOAPdenovo software with k-mer size of 81 bp and max read length of 100 bp. Assembled contigs were gap filled and spurious assemblies were removed using redundancy search (97% identity, maximum overhang 50 bp). Scaffolds of minimum 1000 bp with at least 500 bp defined were retained. Annotation of the whole genome assembly was performed using EuGene-EP pipeline [135] using our BAT93 or JaloEEP558 RNA-Seq assemblies and four different protein databases as training sets for structural annotation: TAIR10, Swiss-Prot, UniProt plant subset and predicted proteins from the soybean (*Glycine max*) reference genome [136]. Gene completeness was assessed using BUSCO version 1.22 and the plantae dataset [137]. Gene functions presented here were determined by BLASTp (e-value ≤1 × 10^− 6^) on the *P. vulgaris* v2.1 reference genome from genotype G19833 [18]. Homologs between BAT93 and JaloEEP558 were searched for by reciprocal BLASTp (e-value ≤1 × 10^− 6^) of all predicted genes, and keeping only genes having the same best hit after both reciprocal BLASTp searches and the same best hit after BLASTp on the *P. vulgaris* reference genome. The four QRLs to CBB described in a BAT93 x JaloEEP558 progeny [50] were delimited by using the sequence of restriction fragment length polymorphism (RFLP) markers flanking these QRLs (Table S11), available at the PhaseolusGenes database (http://phaseolusgenes.bioinformatics.ucdavis.edu).

### RNA-Seq experiments

In order to obtain tissues with homogeneous and synchronous plant cells interacting with bacteria, leaflets from the first trifoliate leaves at stage V1 were detached from the plant, and vacuum-infiltrated for 2 × 1 min into a bacterial suspension of CFBP6546R strain at 1 × 10^8^ CFU.mL^− 1^ diluted in sterile distilled water, or pure sterile distilled water as control. Infiltrated leaflets were maintained in Petri dishes by dipping the petiole in water agar (0.7%) and incubated at 28 °C/25 °C (day/night) with a photoperiod of 16 h. Fourty-eigth hours after inoculation, 10 disks were sampled with a 1.3 cm diameter borer and immediately frozen in liquid nitrogen. Frozen disks were ground using a ball mill for 30 s at 25 Hz. Total RNA was extracted with the TRIzol® Plus RNA Purification Kit (Ambion, Applied Biosystems, Courtaboeuf, France) according to manufacturer’s recommendations, except that TRIzol® was used at 60 °C and that an additional DNase treatment was performed. The quantity and quality of total DNA-free RNA were evaluated using a NanoDropTM (Thermo Scientific, Wilmington, USA) and an ExperionTM chip (Bio-Rad, Hercules, CA, USA). Then, for each modality, RNA-Seq was performed on three independent biological replicates at the GeT-PlaGe core facility, INRAE Toulouse. RNA-Seq libraries have been prepared according to Illumina’s protocols using the Illumina TruSeq Stranded mRNA sample prep kit to analyze mRNA. Briefly, mRNAs were selected using poly-T beads. Then, RNAs were fragmented to generate double stranded cDNAs and adaptators were ligated to be sequenced. Eleven cycles of PCR were applied to amplify libraries. Library quality was assessed using a Fragment Analyser and libraries were quantified by qPCR using the Kapa Library Quantification Kit. All libraries were pooled and the whole pool was loaded into two sequencing lanes. RNA-Seq experiments have been performed on an Illumina HiSeq3000 using a paired-end read length of 2 × 150 pb with the Illumina HiSeq3000 sequencing kits. Total reads were mapped on the annotated genome sequences of BAT93 or JaloEEP558 and counted using the glint software (http://lipm-bioinfo.toulouse.inra.fr/download/glint). Only best-scores were taken into account, with a minimal hit length of 40 bp, a maximum of 5 mismatches and no gap allowed. Ambiguous matches with the same best score were removed. Principal component analysis and a Pearson correlation matrix were performed with R, using the number of reads per genes within each sample.

### Analysis of differentially-expressed genes

Differentially-expressed genes (DEGs) were determined using DeSeq2 with default normalization settings [138] and with adjusted *p*-value < 0.05 [139]. Three different log_2_FC thresholds were tested, at |log_2_FC| > 1, 1.5, or 2.0. DEGs were grouped according to three expression patterns. First, the core transcriptome consisting of genes simultaneously induced or repressed in both genotypes. Then, the BAT93-specific and JaloEEP558-specific transcriptomes consisting of genes specifically induced or repressed in BAT93 or JaloEEP558, respectively. Each gene set was used to perform an enrichment test based on Gene Ontologies (GOs) using the Parametric Analysis of Gene set Enrichment (PAGE) available on AgriGO v2.0 (http://systemsbiology.cau.edu.cn/agriGOv2) [59]. GO terms represented by a minimum of 10 genes and a False Discovery Rate (FDR) < 0.05 were considered significantly enriched. Enriched GO terms belonging to biological processes were summarized using REVIGO, a computational approach that summarizes long GO lists by reducing functional redundancies (http://revigo.irb.hr) [58]. Enriched GO terms from the three different log_2_FC thresholds were compared to each other, either by using all DEGs (Table S12). Consistency of enriched GO terms among the different log_2_FC tresholds was observed. Therefore, we used the intermediate log_2_FC threshold of 1.5 for all analyses. Functional annotations of DEGs were visualized using MapMan (http://mapman.gabipd.org) [140]. DEGs linked to hormone signaling were visualized on the pvu04075 pathway available on KEGG mapper [141] (https://www.genome.jp/kegg/mapper.html). Lists of DEGs associated with the cell wall or the metabolism of lipids were extracted using corresponding MapMan Bin codes. Transcription factors (TFs), kinase genes and RLKs used in this study were retrieved from the iTAK database (http://itak.feilab.net) [142]. The complete set of common bean NLRs was retrieved according to Richard et al. 2017a [143].

### RT-qPCR assays

To validate RNA-Seq results, RT-qPCR assays were performed on 10 selected genes representing different patterns of induction or repression in both bean genotypes. For each sample, cDNAs were synthetized from the total RNA using oligo (dT)15 primer with the M-MLV reverse transcriptase (Promega, Madison, WI, USA) according to manufacturer’s recommendations. RT-qPCR primers were designed using Primer3 [144] and checked for the absence of self or cross dimerization using Netprimer (https://www.premierbiosoft.com/netprimer, Table S13). Specificity and efficiency of each primer pair were checked by RT-qPCR and melting curves on a serial dilution of pooled cDNAs from the sample set. All primers produced a single peak with an efficiency ranging between 90 and 100%. RT-qPCR were performed with the MESA BLUE qPCR 2X MasterMix Plus for SYBR kit (Eurogentec, Seraing, Belgium) in a thermocycler with the following cycle: denaturation at 95 °C for 5 min, then 40 cycles of denaturation at 95 °C for 15 s followed by annealing and extending at 60 °C for 40 s. Relative expression levels were calculated using the 2^–ΔΔCt^ method for each gene and were normalized to the threshold cycle (Ct) values of the internal common bean reference genes *EF1*-*alpha* (Phvul.004G060000), *Actin 11* (Phvul.008G011000) and *Insulin-Degrading Enzyme* (*IDE,* Phvul.001G133200) [145]. For each modality, three technical replicates were made for each of the three biological replicates.

## Supplementary information

**Additional file 1: Figure S1** Statistical analysis of RNA-Seq data. Statistics were performed by using the total number of RNA-Seq reads mapped on the 20,787 homologs shared by BAT93 and JaloEEP558. Principal component analysis (**A**). Triangles and dots represent the barycenters of RNA-Seq data from BAT93 and JaloEEP558, respectively. Data from plants inoculated with H2O are in orange while data from plants inoculated with *Xanthomonas* strain CFBP6546R are in black. Pearson correlation matrix (**B**). Numbers represent the means of Pearson correlation coefficients calculated using three biological replicates per condition.

**Additional file 2: Figure S2.** Validation of RNA-Seq results by RT-qPCR analysis in BAT93 (**A**) and JaloEEP558 (**B**). Gene expression data were expressed according to the 2^–ΔΔCt^ method (Vandesompele et al. 2002) [145], relatively to three housekeeping genes: *Act11*, *EF1-α* and *IDE*, and to the value of water inoculated plants.

**Additional file 3 Figure S3** Numbers of DEGs in the different families of transcription factors. The list of common bean transcription factors was retrieved from the iTAK database (http://itak.feilab.net, Zheng et al. 2016) [142]. The numbers of induced and repressed genes are represented by red and blue bars respectively, in the specific transcriptomes of BAT93 (solid) or JaloEEP558 (hatched). Only families with at least 10 DEGs were represented.

**Additional file 4: Figure S4.** KEGG orthology map for plant hormone signal transduction. The KEGG orthology maps (pvu04075) of BAT93 (**A**) and JaloEEP558 (**B**) highlight DEGs that were induced (red), repressed (blue), or both induced and repressed (green) 48 h after inoculation with *Xanthomonas phaseoli* pv. *phaseoli*. The number of DEGs (colored numbers) and the average Log2FC (black numbers) are indicated above the boxes.

**Additional file 5: Table S1.** Number of genes shared among common bean genomes, as determined by reciprocal blastp (e-value <1E-6).

**Additional file 6: Table S2.** List of homologs shared by BAT93 and JaloEEP558.

**Additional file 7: Table S3.** List of DEGs in BAT93 and JaloEEP558 48 h after inoculation by *X. phaseoli* pv. phaseoli strain CFBP6546R.

**Additional file 8: Table S4.** Raw enrichment tests on the core, BAT93-specific or JaloEEP558-specific transcriptomes.

**Additional file 9: Table S5.** Enrichment tests on the core, BAT93-specific or JaloEEP558-specific transcriptomes, using induced or repressed DEGs separately.

**Additional file 10: Table S6.** List of enriched MapMan bins in the BAT93-specific and JaloEEP558-specific transcriptomes.

**Additional file 11.**

**Additional file 12: Table S8.** List of DEGs with |Δlog2FC| > 5.

**Additional file 13: Table S9.** List of DEGs with an inverse expression pattern between BAT93 and JaloEEP558.

**Additional file 14: Table S10.** List of DEGs in the four QRLs to CBB described in the progeny of BAT93xJaloEEP558 (Nodari et al., 1993) [50].

**Additional file 15: Table S11.** Genetic markers associated to the four QRLs to CBB described by Nodari et al. 1993 [the four QRLs to CBB described in the progeny of BAT93xJaloEEP558 (Nodari et al., 1993) [50].

**Additional file 16: Table S12.** Results of the enrichment tests according to the core, BAT93-specific or JaloEEP558-specific transcriptome and according to different log2FC threshold.

**Additional file 17: Table S13.** Primers used for RT-qPCR assays.

## Data Availability

Whole genome assemblies generated for this study have been submitted to GenBank under accession numbers JAAIFG000000000 (BAT93) and JAAIFH000000000 (JaloEEP58). Sequences and annotations are available at https://bbric-pipelines.toulouse.inra.fr/myGenomeBrowser?public=1. The raw RNA-Seq data and metadata have been submitted to the Gene Expression Omnibus under the accession number GSE155080 (SRA: SRP273448).

## Abbreviations

CBB: Common bacterial blight of bean
RNA-Seq: RNA sequencing
TALE: Transcription activator-like effector
PAMP/MAMP: Pathogen−/microbe-associated molecular pattern
PRR: Pattern-recognition receptor
RLK: Receptor-like kinase
PTI: PAMP-triggered immunity
ETI: Effector-triggered immunity
*R* gene/protein: Resistance gene/protein
NLR: Nucleotide-binding leucine-rich repeat
MAPK: Mitogen-activated protein kinase
SA: Salicylic acid
JA: Jasmonic acid
PR: Pathogenesis-related
PCR: Polymerase chain reaction
EU: European Union
QRL: Quantitative resistance locus
cDNA-AFLP: CDNA*-*amplified fragment length polymorphism
qRT-PCR: Quantitative real-time PCR
DPI: Days post inoculation
DEG: Differentially-expressed gene
GO: Gene ontology
CDPK: Calcium-dependent protein kinase
CIPK: Calcineurin B-like protein-interacting protein kinase
TF: Transcription factor
AP2/ERF: APETALA2/ethylene response factor
bHLH: Basic Helix-Loop-Helix
HSP: Heat-shock protein
MLO: Mildew resistance locus
EDS1: ENHANCED DISEASE SUSCEPTIBILITY 1
PR1: PATHOGENESIS-RELATED 1
JAZ1: JASMONATE ZIM-domain 1
FAD8: Fatty acid desaturase 8
LOB: Lateral Organ Boundaries
PLAC8: Placenta-specific 8
SBP: S-ribonuclease binding protein
DAMP: Damage-associated molecular pattern
FDR: False Discovery Rate
ETR: ETHYLENE RESPONSE
CIAT: Center for Tropical Agriculture
TSA: Trypticase Soy Agar
RFLP: Restriction fragment length polymorphism
PAGE: Parametric Analysis of Gene set Enrichment
CFU: Colony-forming units
gFM: Grams of fresh materials

# Supplementary material for: Common bean resistance to Xanthomonas is associated with upregulation of the salicylic acid pathway and downregulation of photosynthesis
**Source:** BMC Genomics. 2020 Aug 18;21:566. doi: 10.1186/s12864-020-06972-6
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1 Statistical analysis of RNA-Seq data. Statistics were performed by using the total number of RNA-Seq reads mapped on the 20,787 homologs shared by BAT93 and JaloEEP558. Principal component analysis (A). Triangles and dots represent the barycenters of RNA-Seq data from BAT93 and JaloEEP558, respectively. Data from plants inoculated with H2O are in orange while data from plants inoculated with Xanthomonas strain CFBP6546R are in black. Pearson correlation matrix (B). Numbers represent the means of Pearson correlation coefficients calculated using three biological replicates per condition.

## Slide 1
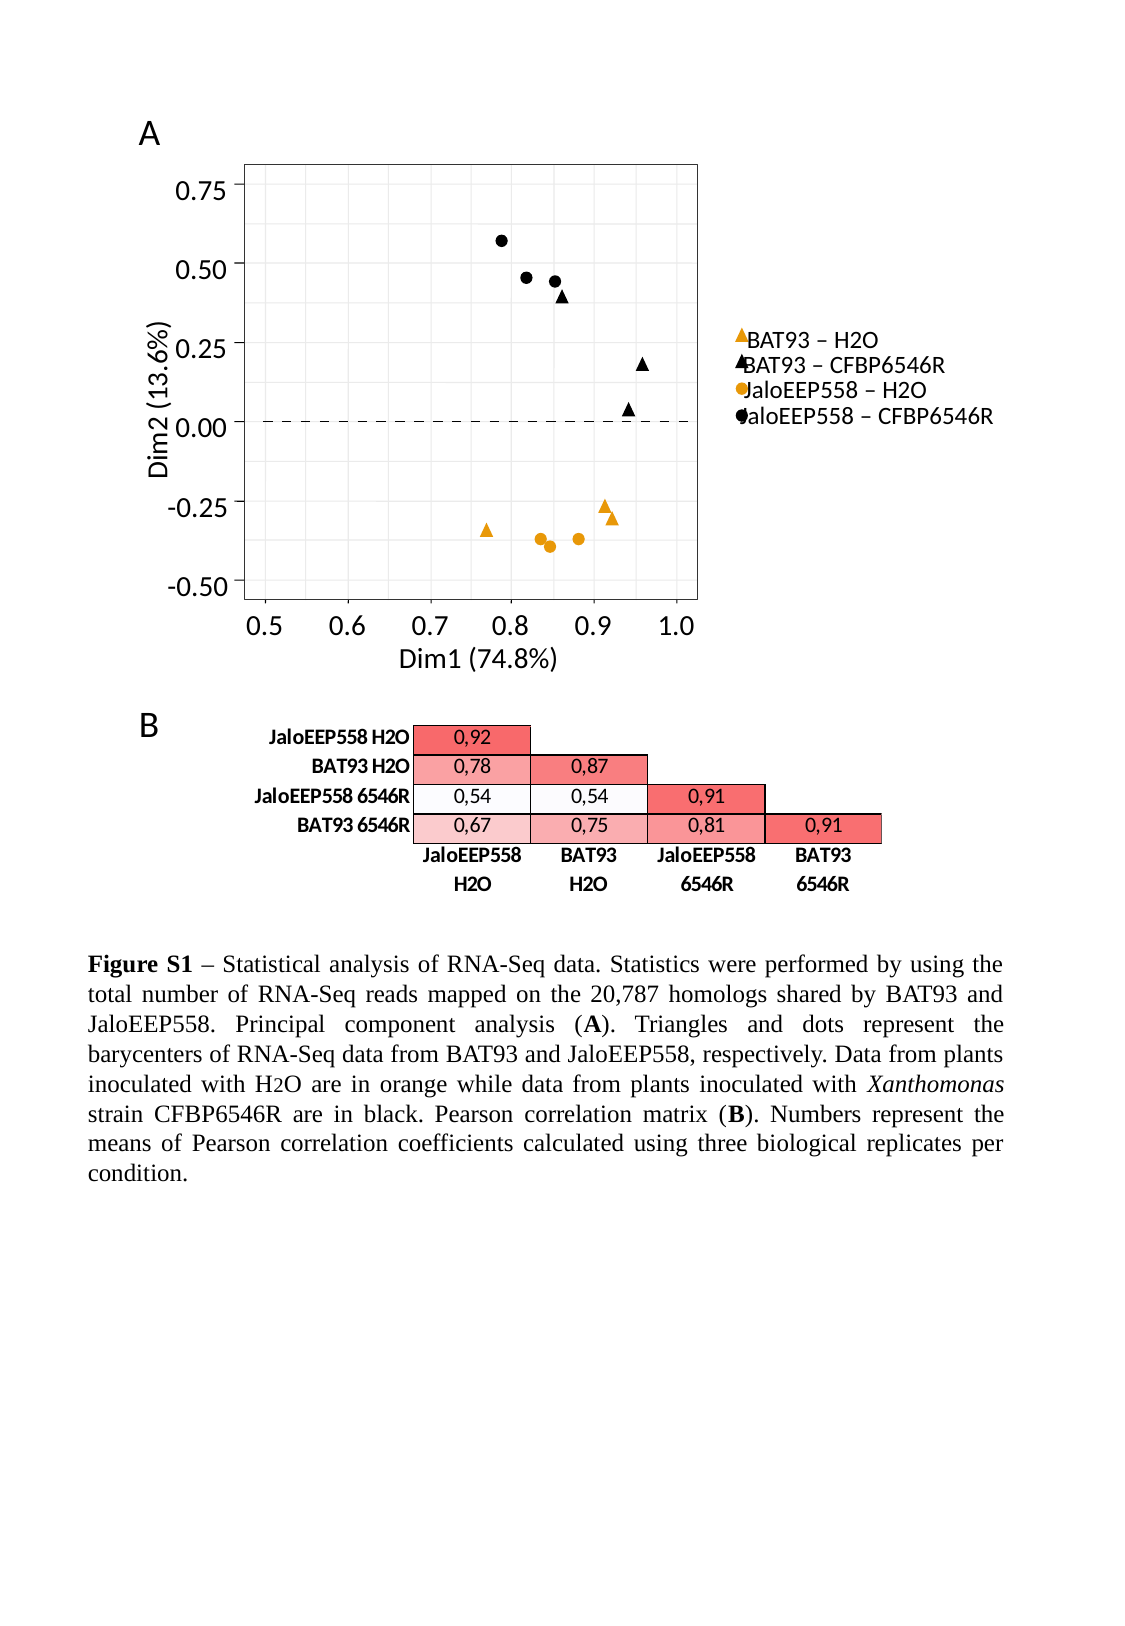

A
0.75
0.50
BAT93 – H2O
0.25
BAT93 – CFBP6546R
JaloEEP558 – H2O
Dim2 (13.6%)
JaloEEP558 – CFBP6546R
0.00
-0.25
-0.50
0.5
0.6
0.7
0.8
0.9
1.0
Dim1 (74.8%)
B
Figure S1 – Statistical analysis of RNA-Seq data. Statistics were performed by using the total number of RNA-Seq reads mapped on the 20,787 homologs shared by BAT93 and JaloEEP558. Principal component analysis (A). Triangles and dots represent the barycenters of RNA-Seq data from BAT93 and JaloEEP558, respectively. Data from plants inoculated with H2O are in orange while data from plants inoculated with Xanthomonas strain CFBP6546R are in black. Pearson correlation matrix (B). Numbers represent the means of Pearson correlation coefficients calculated using three biological replicates per condition.

# Supplementary material for: Common bean resistance to Xanthomonas is associated with upregulation of the salicylic acid pathway and downregulation of photosynthesis
**Source:** BMC Genomics. 2020 Aug 18;21:566. doi: 10.1186/s12864-020-06972-6
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. Validation of RNA-Seq results by RT-qPCR analysis in BAT93 (A) and JaloEEP558 (B). Gene expression data were expressed according to the 2–ΔΔCt method (Vandesompele et al. 2002) [145], relatively to three housekeeping genes: Act11, EF1-α and IDE, and to the value of water inoculated plants.

## Slide 1
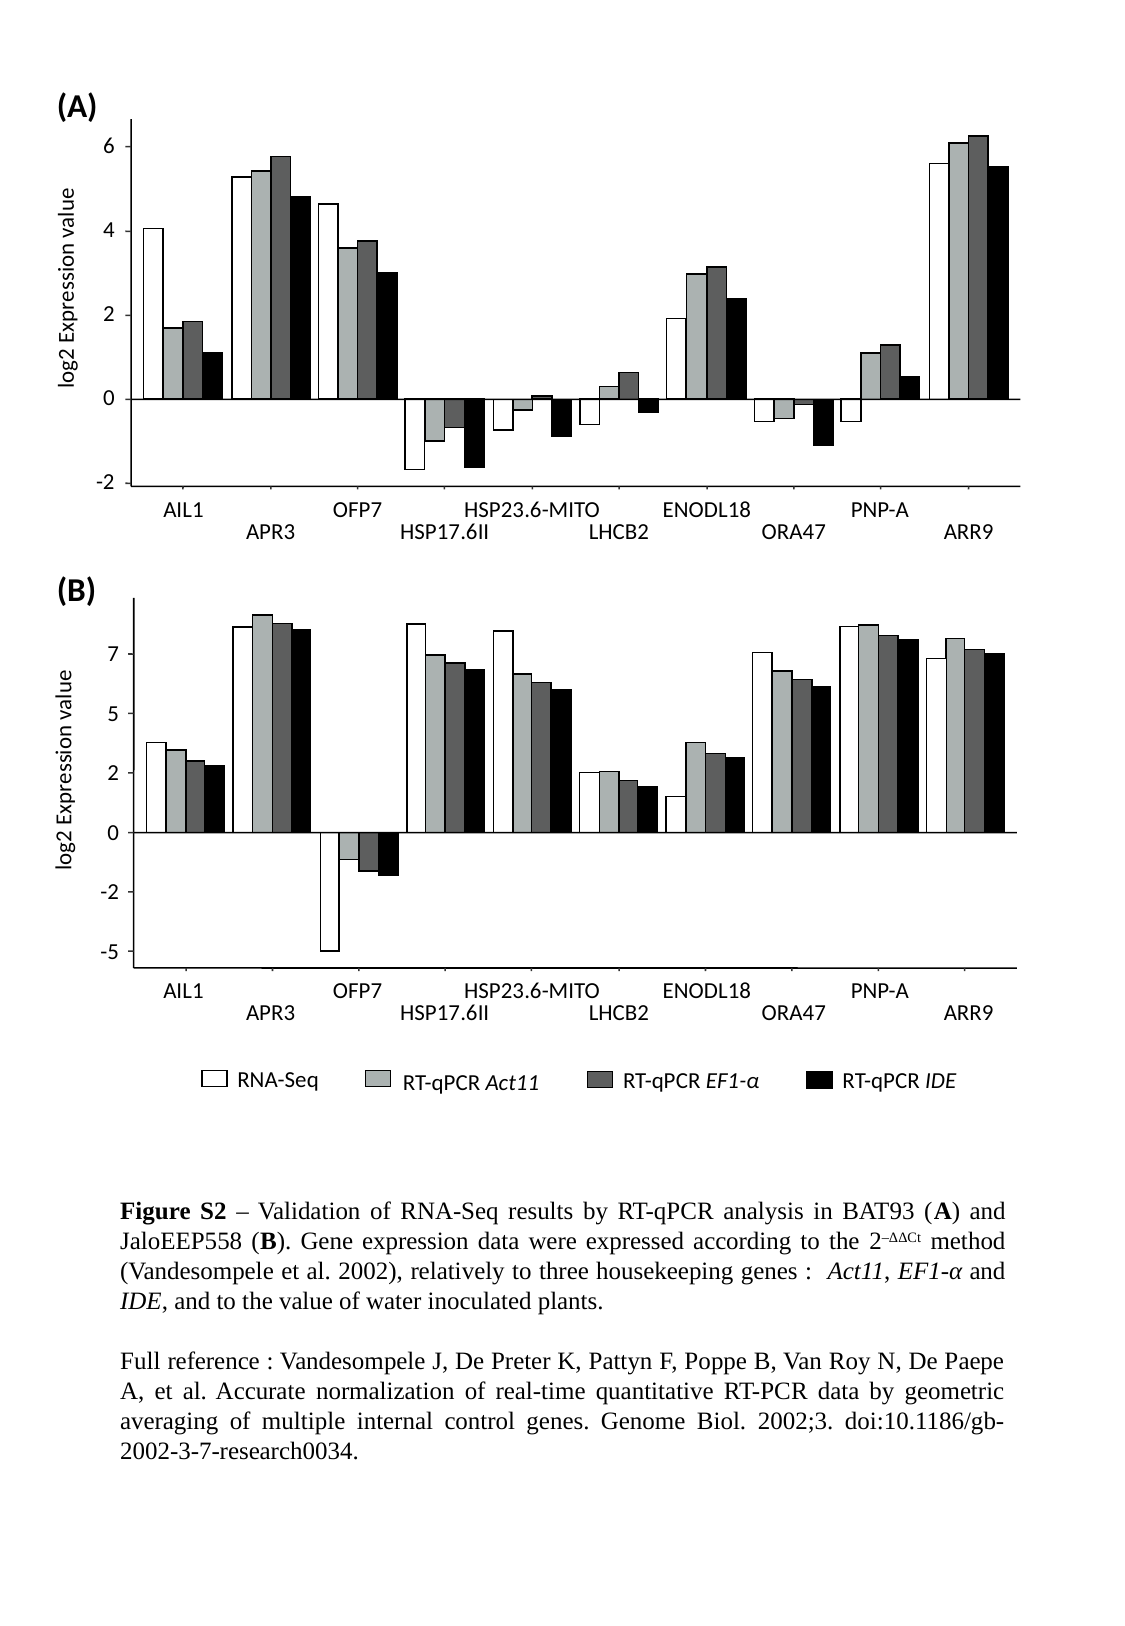

(A)
6
4
log2 Expression value
2
0
-2
AIL1
OFP7
HSP23.6-MITO
ENODL18
PNP-A
APR3
HSP17.6II
LHCB2
ORA47
ARR9
(B)
7
5
log2 Expression value
2
0
-2
-5
AIL1
OFP7
HSP23.6-MITO
ENODL18
PNP-A
APR3
HSP17.6II
LHCB2
ORA47
ARR9
RNA-Seq
RT-qPCR EF1-α
RT-qPCR IDE
RT-qPCR Act11
Figure S2 – Validation of RNA-Seq results by RT-qPCR analysis in BAT93 (A) and JaloEEP558 (B). Gene expression data were expressed according to the 2–ΔΔCt method (Vandesompele et al. 2002), relatively to three housekeeping genes : Act11, EF1-α and IDE, and to the value of water inoculated plants.
Full reference : Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, et al. Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol. 2002;3. doi:10.1186/gb-2002-3-7-research0034.

# Supplementary material for: Common bean resistance to Xanthomonas is associated with upregulation of the salicylic acid pathway and downregulation of photosynthesis
**Source:** BMC Genomics. 2020 Aug 18;21:566. doi: 10.1186/s12864-020-06972-6
**Supplement:** Supplementary file 3 — Additional file 3 Figure S3 Numbers of DEGs in the different families of transcription factors. The list of common bean transcription factors was retrieved from the iTAK database (http://itak.feilab.net, Zheng et al. 2016) [142]. The numbers of induced and repressed genes are represented by red and blue bars respectively, in the specific transcriptomes of BAT93 (solid) or JaloEEP558 (hatched). Only families with at least 10 DEGs were represented.

## Slide 1
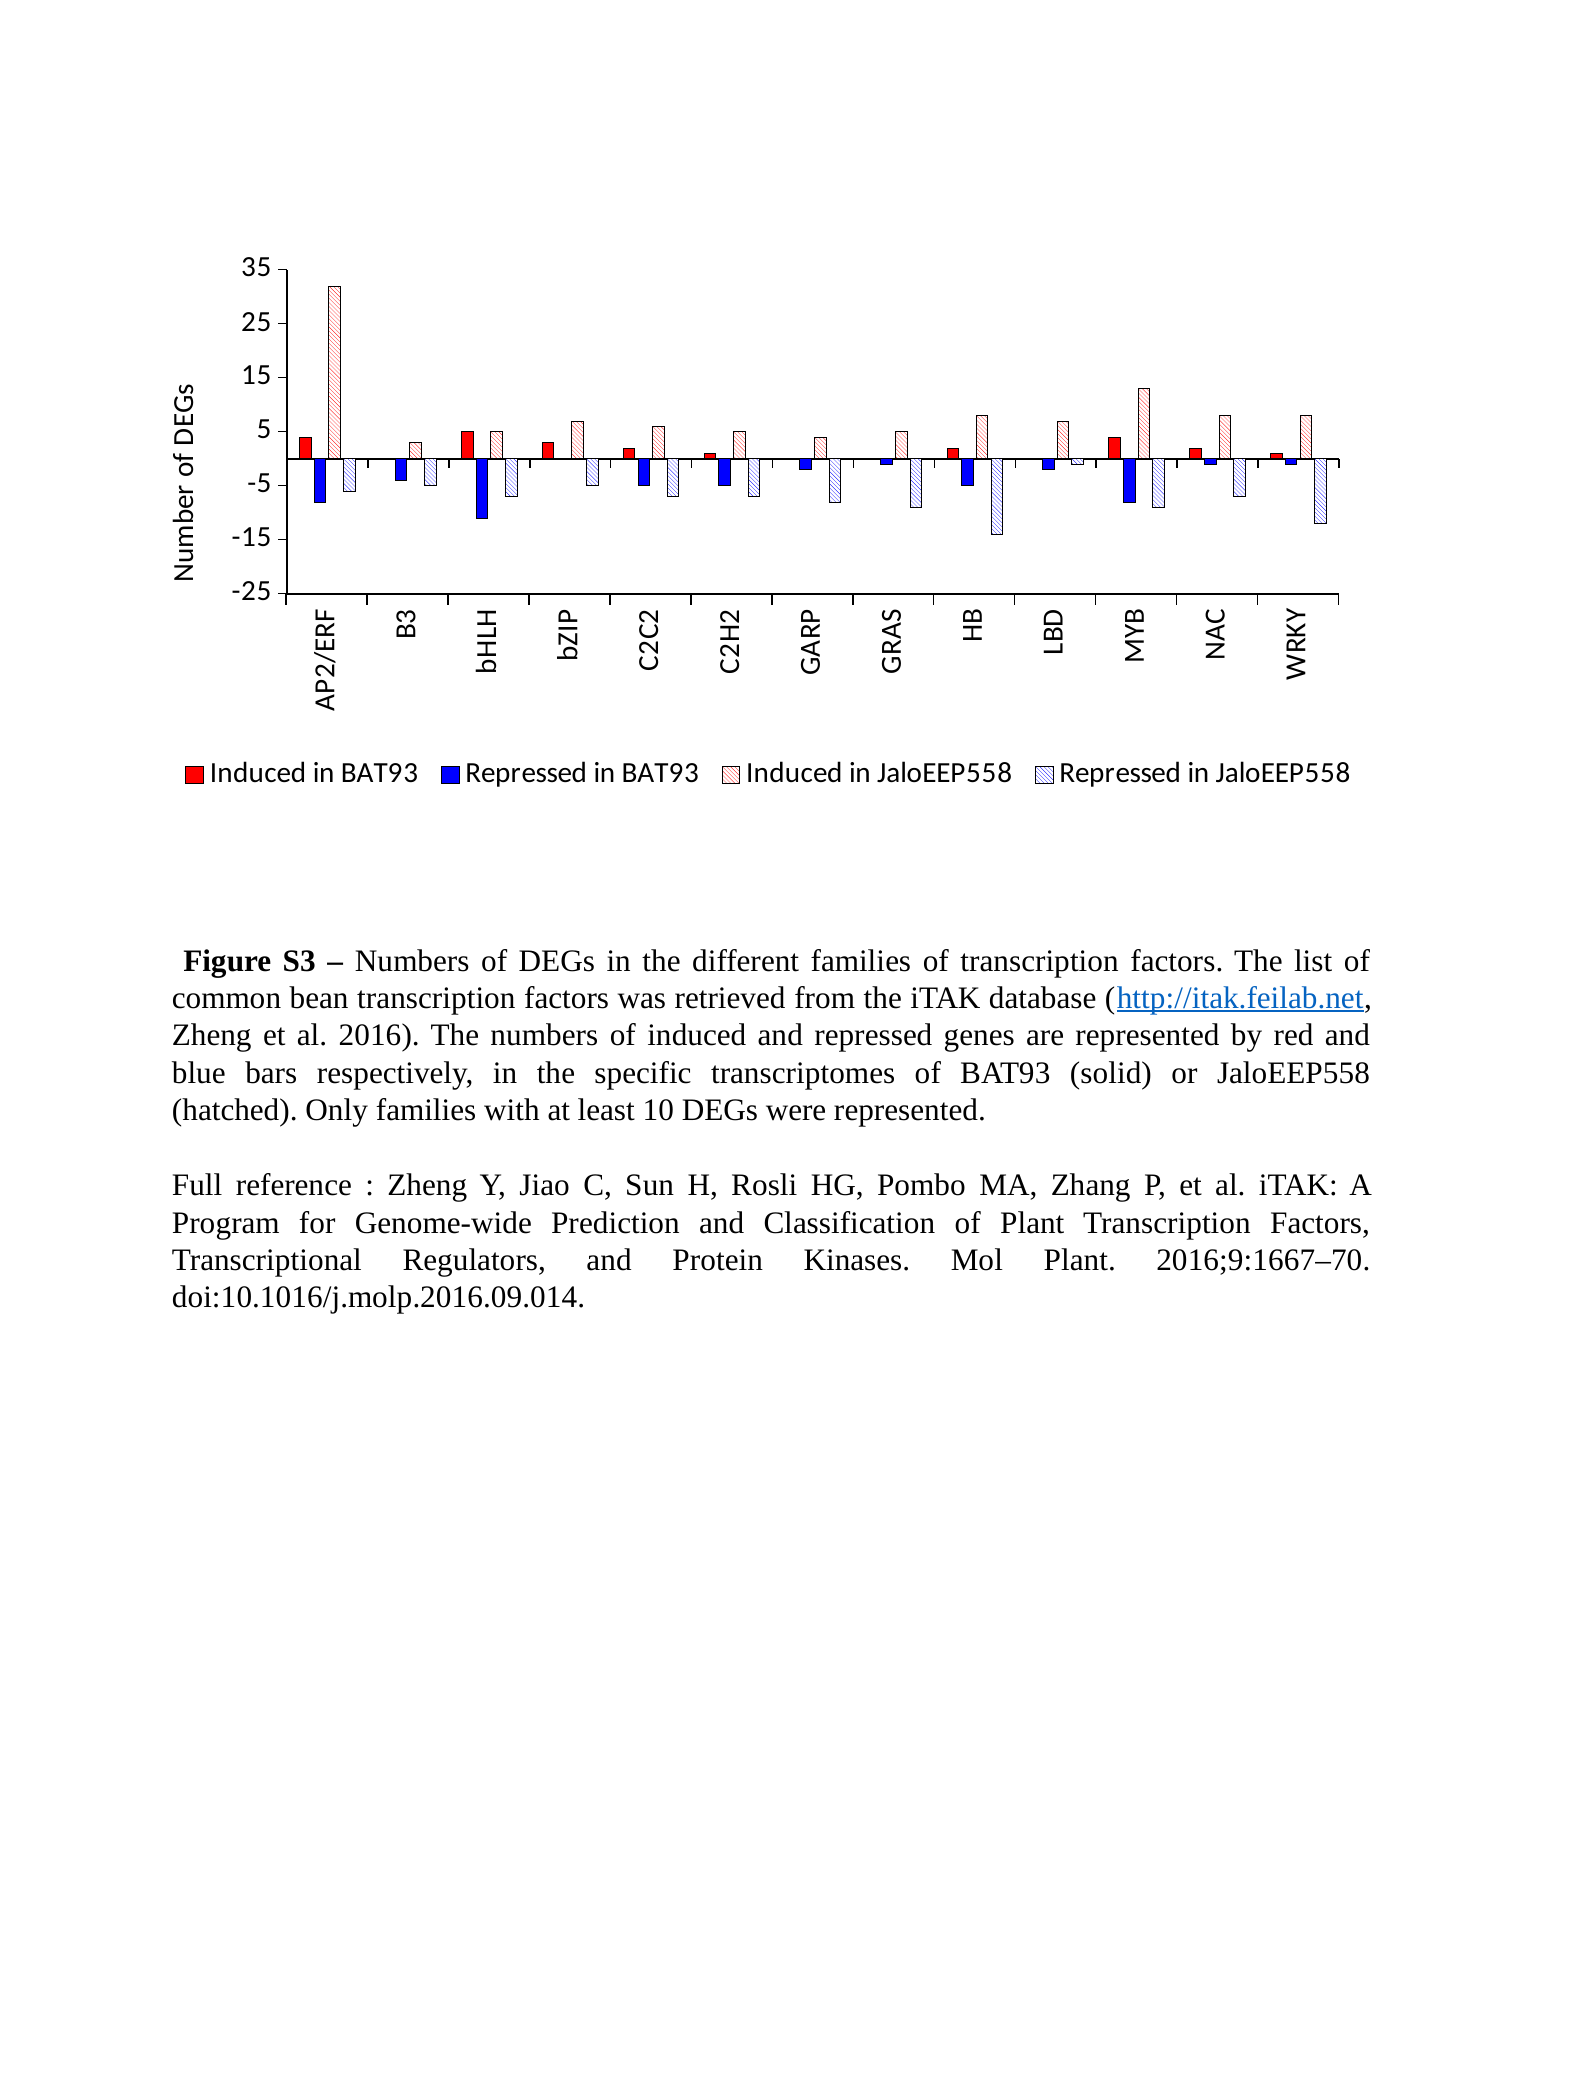

### Chart
| Category | Induced in BAT93 | Repressed in BAT93 | Induced in JaloEEP558 | Repressed in JaloEEP558 |
|---|---|---|---|---|
| AP2/ERF | 4.0 | -8.0 | 32.0 | -6.0 |
| B3 | 0.0 | -4.0 | 3.0 | -5.0 |
| bHLH | 5.0 | -11.0 | 5.0 | -7.0 |
| bZIP | 3.0 | 0.0 | 7.0 | -5.0 |
| C2C2 | 2.0 | -5.0 | 6.0 | -7.0 |
| C2H2 | 1.0 | -5.0 | 5.0 | -7.0 |
| GARP | 0.0 | -2.0 | 4.0 | -8.0 |
| GRAS | 0.0 | -1.0 | 5.0 | -9.0 |
| HB | 2.0 | -5.0 | 8.0 | -14.0 |
| LBD | 0.0 | -2.0 | 7.0 | -1.0 |
| MYB | 4.0 | -8.0 | 13.0 | -9.0 |
| NAC | 2.0 | -1.0 | 8.0 | -7.0 |
| WRKY | 1.0 | -1.0 | 8.0 | -12.0 |
 Figure S3 – Numbers of DEGs in the different families of transcription factors. The list of common bean transcription factors was retrieved from the iTAK database (http://itak.feilab.net, Zheng et al. 2016). The numbers of induced and repressed genes are represented by red and blue bars respectively, in the specific transcriptomes of BAT93 (solid) or JaloEEP558 (hatched). Only families with at least 10 DEGs were represented.
Full reference : Zheng Y, Jiao C, Sun H, Rosli HG, Pombo MA, Zhang P, et al. iTAK: A Program for Genome-wide Prediction and Classification of Plant Transcription Factors, Transcriptional Regulators, and Protein Kinases. Mol Plant. 2016;9:1667–70. doi:10.1016/j.molp.2016.09.014.

# Supplementary material for: Common bean resistance to Xanthomonas is associated with upregulation of the salicylic acid pathway and downregulation of photosynthesis
**Source:** BMC Genomics. 2020 Aug 18;21:566. doi: 10.1186/s12864-020-06972-6
**Supplement:** Supplementary file 4 — Additional file 4: Figure S4. KEGG orthology map for plant hormone signal transduction. The KEGG orthology maps (pvu04075) of BAT93 (A) and JaloEEP558 (B) highlight DEGs that were induced (red), repressed (blue), or both induced and repressed (green) 48 h after inoculation with Xanthomonas phaseoli pv. phaseoli. The number of DEGs (colored numbers) and the average Log2FC (black numbers) are indicated above the boxes.

## Slide 1
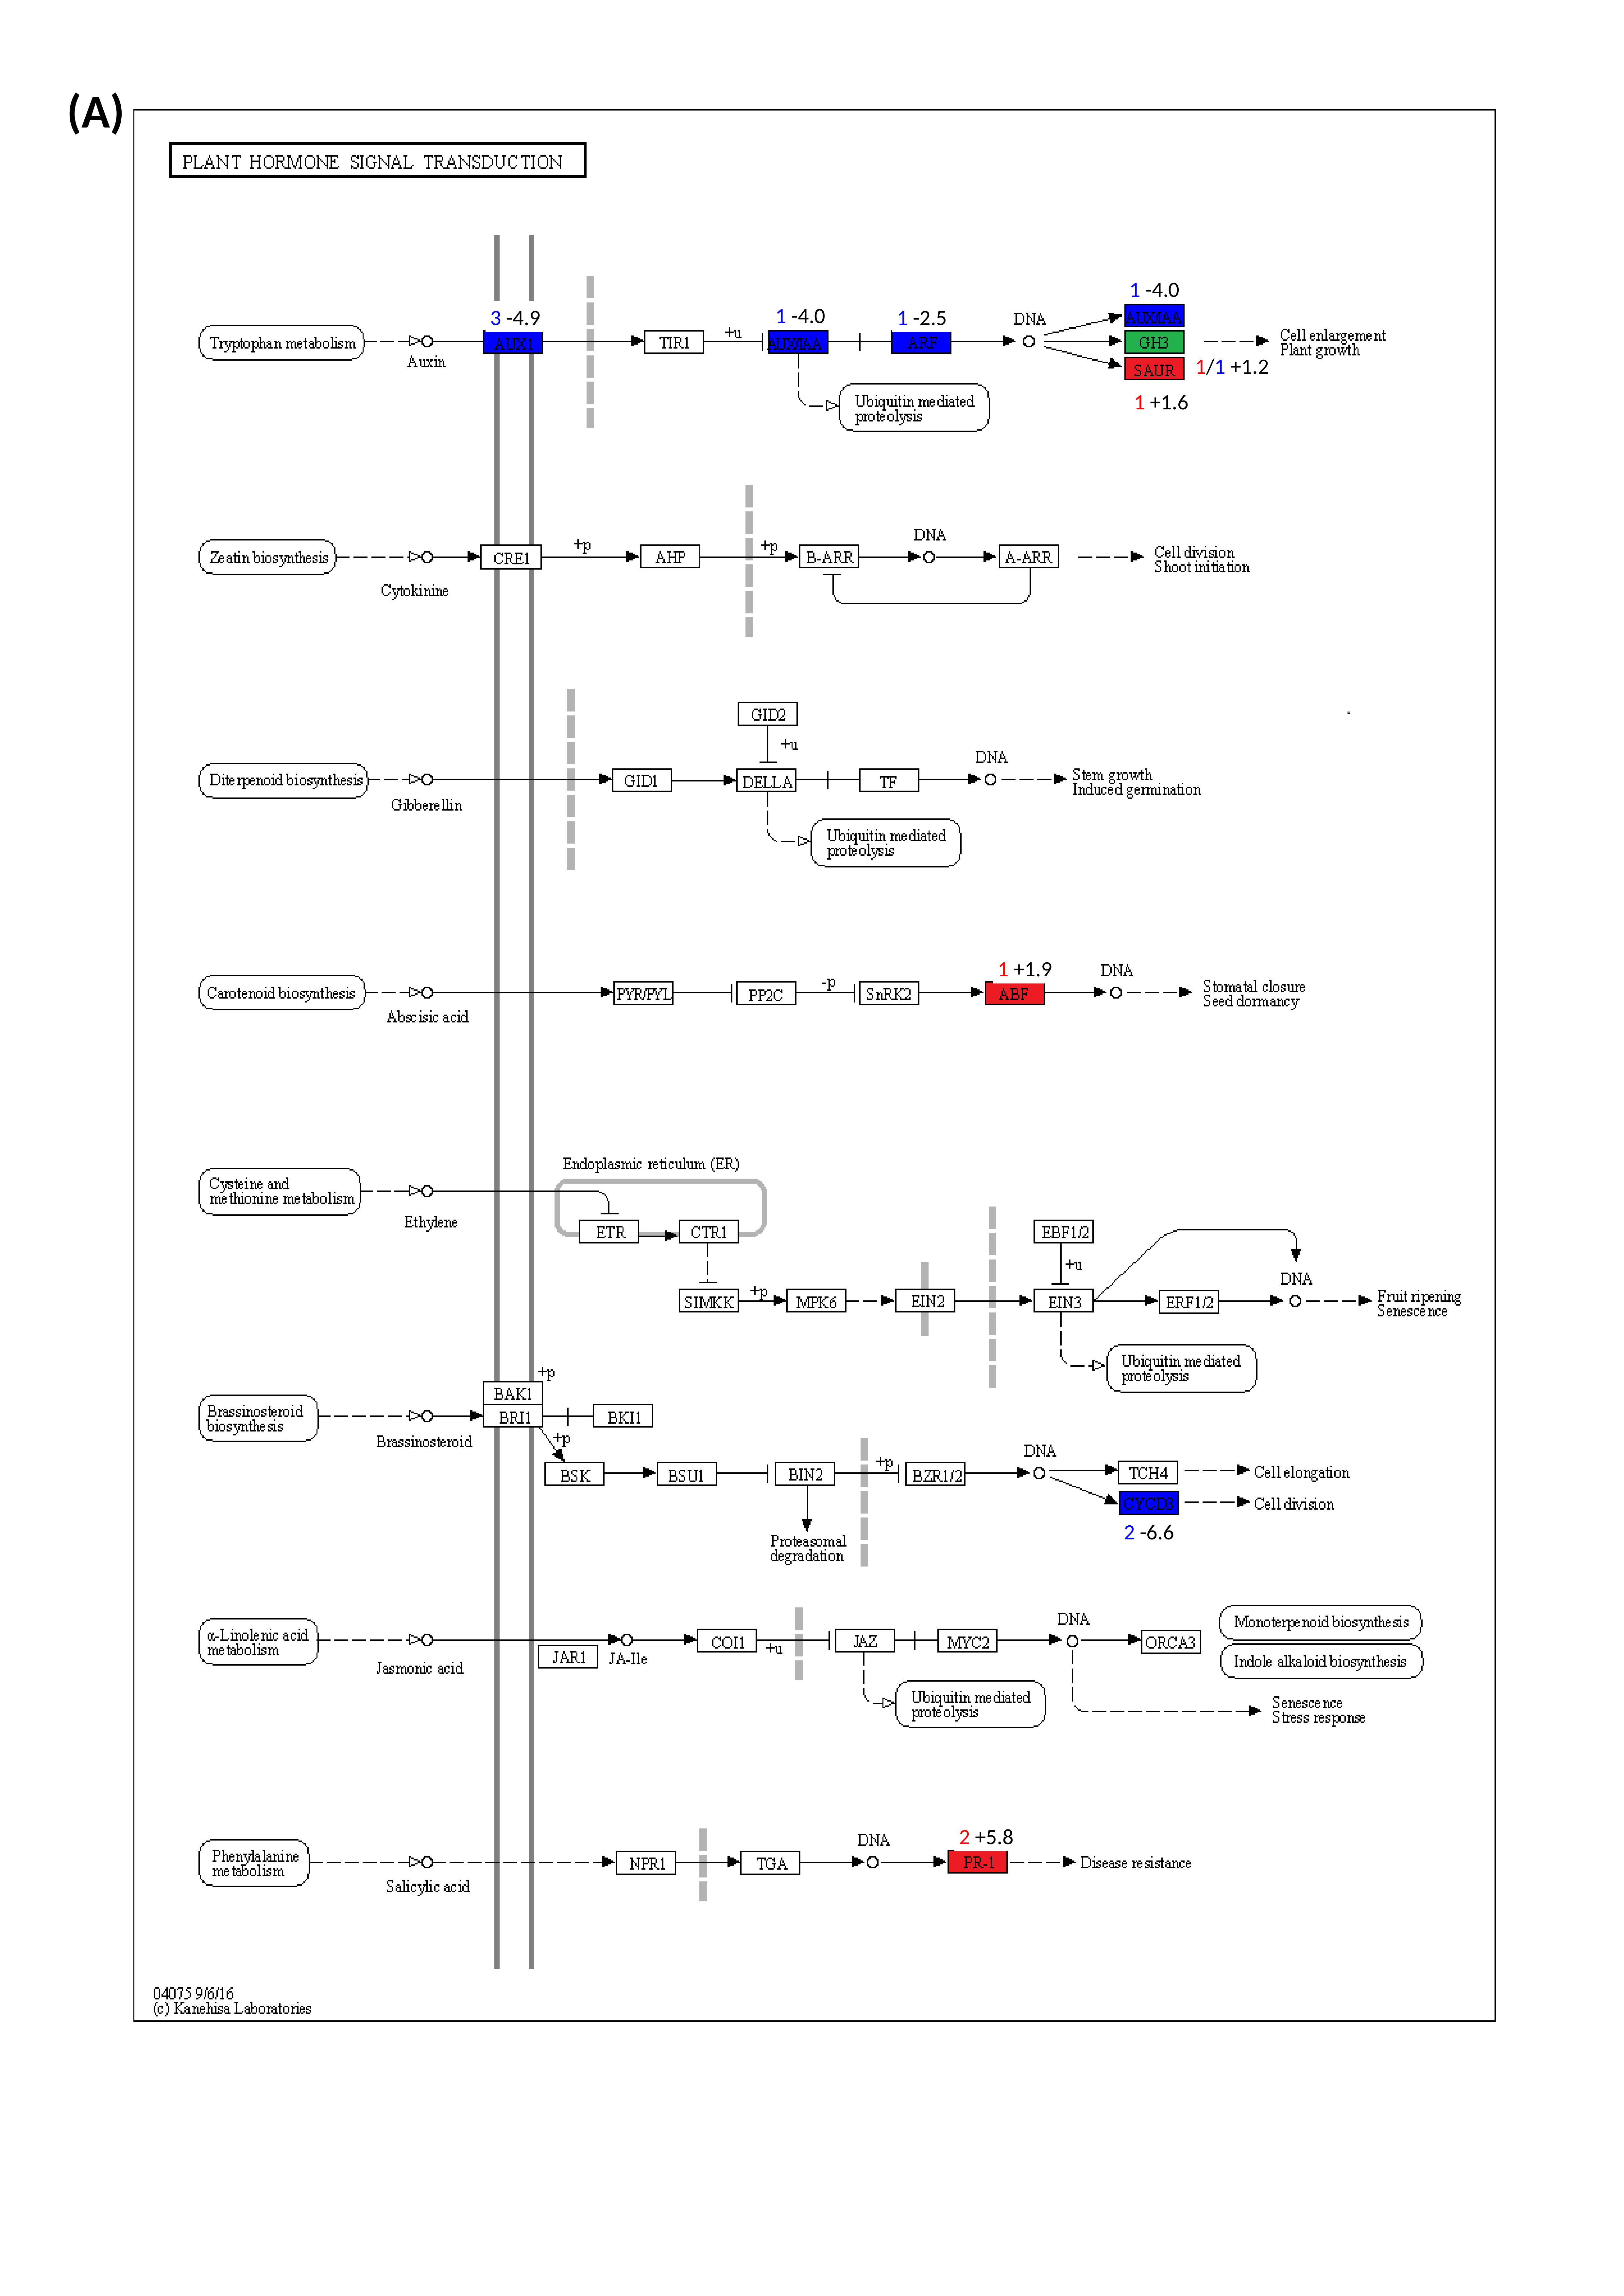

(A)
1 -4.0
1 -4.0
1 -2.5
3 -4.9
1/1 +1.2
1 +1.6
1 +1.9
2 -6.6
2 +5.8

## Slide 2
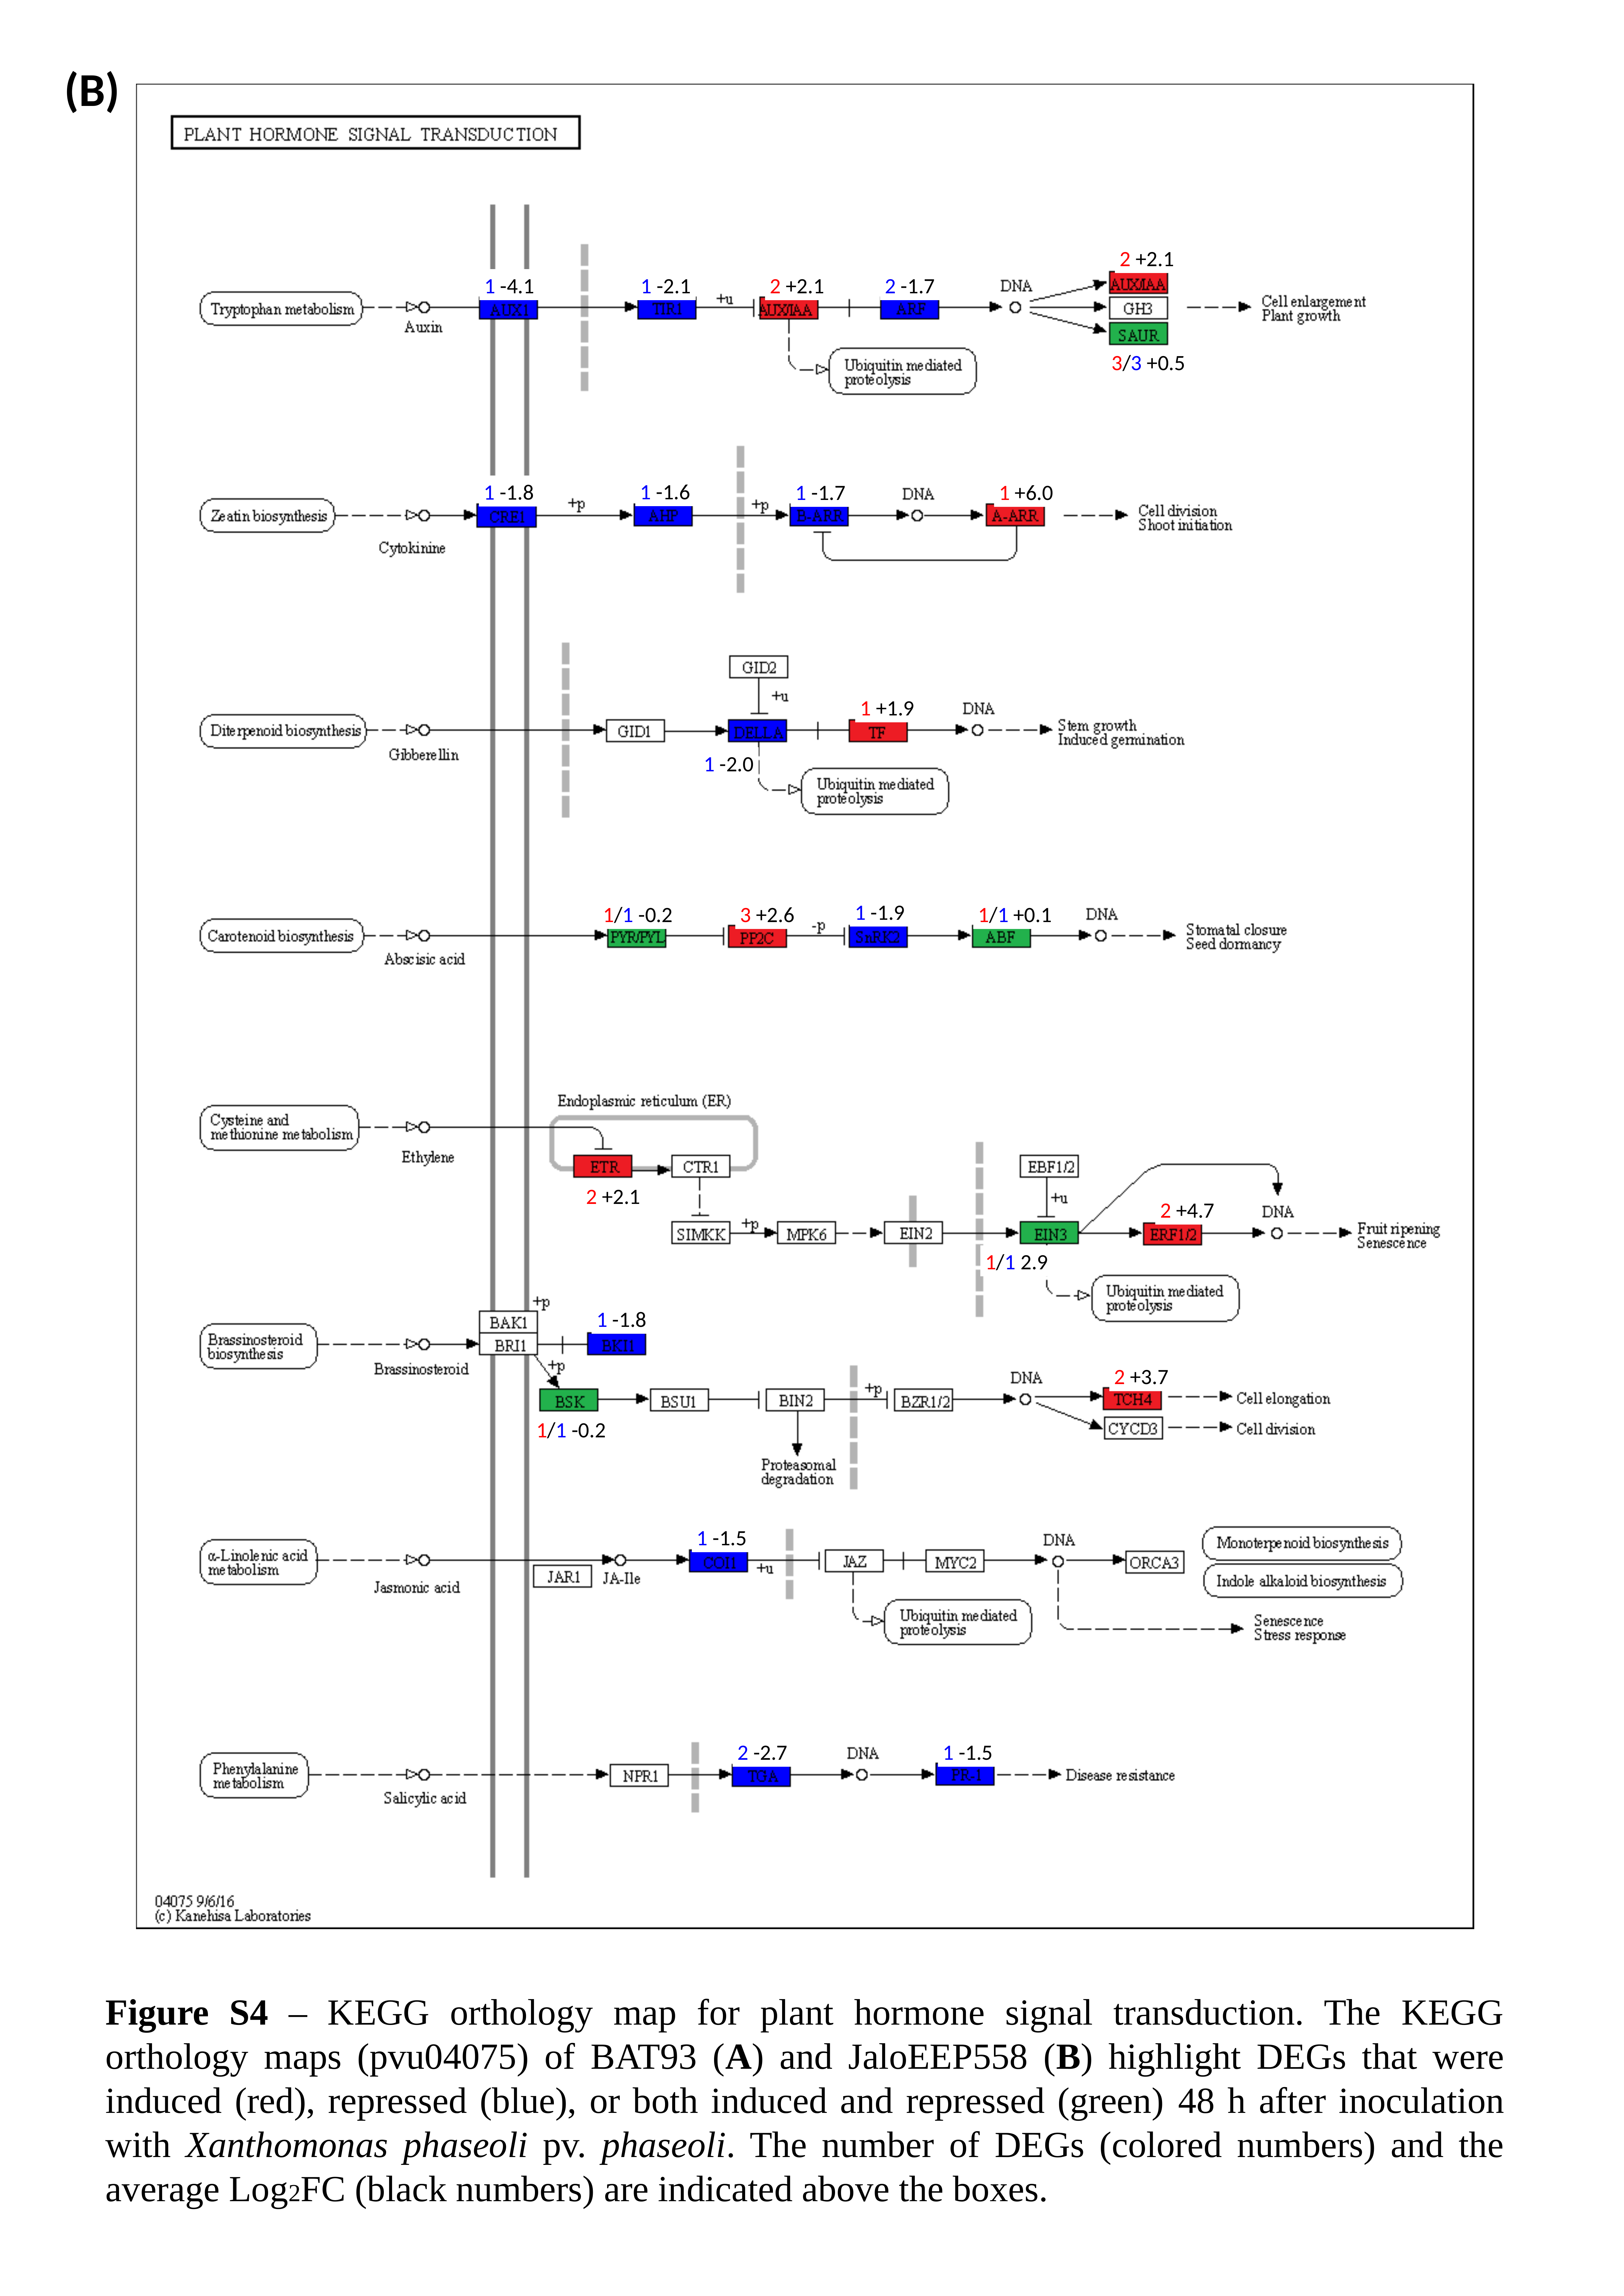

(B)
2 +2.1
2 +2.1
2 -1.7
1 -2.1
1 -4.1
3/3 +0.5
1 -1.6
1 -1.8
1 +6.0
1 -1.7
1 +1.9
1 -2.0
1 -1.9
1/1 +0.1
3 +2.6
1/1 -0.2
2 +2.1
2 +4.7
1/1 2.9
1 -1.8
2 +3.7
1/1 -0.2
1 -1.5
2 -2.7
1 -1.5
Figure S4 – KEGG orthology map for plant hormone signal transduction. The KEGG orthology maps (pvu04075) of BAT93 (A) and JaloEEP558 (B) highlight DEGs that were induced (red), repressed (blue), or both induced and repressed (green) 48 h after inoculation with Xanthomonas phaseoli pv. phaseoli. The number of DEGs (colored numbers) and the average Log2FC (black numbers) are indicated above the boxes.

How the deposited data were processed for this re-analysis (not part of the article)

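Leaflets of BAT93 and JaloEEP558 were vacuum-infiltrated with sterile water or with strain CFBP6546R at 100000000 CFU per mL and sampled after 48 h, with 3 biological replicates in each of 4 groups. The authors prepared stranded mRNA libraries and sequenced them as paired reads, with the pool of libraries on 2 lanes. They mapped and counted the reads with glint, whose version is not given in the sources used here, on gene models predicted for each genotype's own assembly. Only best-scoring hits were kept, and reads with several equally good hits were removed. The deposited tables, 1 per genotype, hold the authors' whole-number counts per gene and lane, without normalization. Whether strand was used, and whether both ends of a read pair were counted separately, is not given in the sources used here. Genes that overlap on opposite strands, and close copies of a gene, are therefore uncertain. The tables also give each gene's scaffold, start, end and span. The gene models lie on 8899 scaffolds for BAT93 and 7820 for JaloEEP558. All 12 libraries were matched to their columns by name.

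The counts of both lanes of a library were summed. Library totals had medians of 42128213 (BAT93 water), 37262517 (BAT93 CFBP6546R), 52297137 (JaloEEP558 water) and 26291146 (JaloEEP558 CFBP6546R). The water and CFBP6546R totals were compared by a two-sided exact permutation test, with p = 0.3 in BAT93 and p = 0.1 in JaloEEP558, where 0.1 is the smallest p that 3 libraries against 3 allow. Where all libraries of a group had no counts, a floor of 3 counts over the group was used. Ratios of summed counts and these floors are scaled by TMM library sizes, and the ratios have 95% intervals. Floors and intervals cover counting error only, as if counts were independent. PCR reads without molecular identifiers are not independent molecules, and counts varied more between lanes than independent counts would. The intervals are therefore too narrow.

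Each genotype was fitted separately over its 6 libraries, with CFBP6546R against water and no other term, in edgeR 4.0.16 under R 4.3.3 with limma 3.58.1. Libraries were normalized by TMM. Genes were filtered by edgeR's filterByExpr with its default minimum count of 10 and minimum total of 15. The quasi-likelihood test was used without the robust option, with Benjamini-Hochberg adjustment and a prior count of 0.125 for log2FC. The standard error is the absolute log2FC divided by the square root of F. DEGs had an adjusted p-value under 0.05 and |log2FC| over 1.5, as in the paper. The common biological coefficient of variation was 0.349 in BAT93 and 0.389 in JaloEEP558. Of the genes tested, 6945 in BAT93 and 10774 in JaloEEP558 had an adjusted p under the threshold whatever their log2FC, and 10407 and 12930 an unadjusted p under it. DESeq2 1.42.0, the authors' tool, was run with its default settings as an alternative. It gave no adjusted p for 6186 BAT93 genes and 4682 JaloEEP558 genes, of which 2321 and 732 had counts. These were not counted as calls.

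The difference in response between genotypes (Δlog2FC, JaloEEP558 minus BAT93) was tested as edgeR's genotype by treatment interaction over the joined counts of homolog pairs. Gene names and pairs came from the paper's tables, 1993 pairs from Table S2 and 11 from Table S13. No other table used here pairs the identifiers of the deposited tables with names, so most genes have none. *IDE* was left out of this difference because Tables S2 and S13 pair it differently. Genes were named in the text by a rule fixed before the data were examined. It takes every gene that the text, Table 2 or Table S13 names and that a table pairs with the deposited identifiers, whose values in the paper's tables had been seen. It also takes per genotype the genes with the largest log2FC, up to 2 in each direction where no table names them, among DEGs with an average log2 CPM of at least 1 and replicates that do not overlap. Genes named outside this rule are marked as named after their values were seen. Gene sets were formed by keywords in the annotation of Table S2. Their restriction to that table was settled after the files had been seen, so values with the genes of Table S13 added are given for the sets they change. As only part of the homolog list was used, no set or enrichment test was run. Correlations used raw counts, and principal components used log2(CPM + 1).

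The procedures were tested on simulated counts, with 200 genes changed by known factors and random seed 20200722. They were drawn from the library sizes and from each gene's mean over all libraries of a genotype, independently for each gene. For CFBP6546R against water, far fewer genes were changed than were DEGs in the data, so these shares need not carry over. For CFBP6546R against water, edgeR recovered 79% of the changed genes in BAT93, with 9.20% false among its calls by adjusted p over 23655 genes. In JaloEEP558 it recovered 65.5%, with 5.07% false over 23175 genes. DESeq2 recovered 88% and 84.5%, with 30.7% and 35.5% false over 24020 and 23514 genes. For the interaction, edgeR recovered 90.5% with 4.23% false over 1488 pairs, and DESeq2 92% with 3.16% over 1490. None of the recovered genes had the wrong sign in either tool.

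Alternatives fixed before the data were examined were DESeq2, its size factors in edgeR, library size only, no filter, at least 10 counts in every library, |log2FC| thresholds of 1 and 2, the threshold inside the test (glmTreat), a prior count of 2, the replicate number as a block, each library left out, only the homolog list, thinning to the smallest library of the genotype, and other scales of correlation. Alternatives added after the files had been seen were thinning all 12 libraries to the smallest, halving the counts, and adding genes of Table S13 to the sets. Homologs outside chromosome 1 and Table S13, the GO enrichments, the RT-qPCR measurements and the bacterial counts are not analysed here.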

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

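The tests of counting noise for *OFP7* and of DEGs outside the homolog list were chosen after the results were seen.

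The response to CFBP6546R differed between genotypes in 92 of the 1636 homolog pairs tested, by edgeR's genotype by treatment term. Higher log2FC values were in JaloEEP558 for 43 of them and in BAT93 for 49. This balance turned with DESeq2, where 132 of 241 pairs were higher in JaloEEP558 and 109 in BAT93, with DESeq2's size factors in edgeR, 50 and 47, and without JaloEEP558 CFBP6546R replicate 3, 48 and 35. Among 100 regroupings of the libraries within genotypes, the real one included, 4 gave as many pairs. Regrouping removes the effect of the treatment itself, so it does not test equal responses. At an unadjusted p under 0.05 there were 404 pairs, 24.7% of those tested against 5% by chance, and 18.7% to 34.0% with each library left out. In simulated counts, 4.23% of edgeR's calls for this term were false. These values argue against chance differences of single, independent pairs as the whole of the 92. Pairs of the same libraries are not independent, so a chance deviation that many genes of a library share stays open. The other 3 gave 105, 106 and 116 pairs. They kept the treatments of JaloEEP558 as they are and mixed those of BAT93. As many pairs thus arise where only the JaloEEP558 libraries keep their treatments. With single libraries left out, the number ranged from 34 without JaloEEP558 water replicate 1 to 287 without JaloEEP558 CFBP6546R replicate 1. It was 60, 36 and 49 without BAT93 water replicates 1, 2 and 3, 36 and 38 without BAT93 CFBP6546R replicates 1 and 2, 48 without JaloEEP558 water replicate 2 and 42 without JaloEEP558 CFBP6546R replicate 2. A constant difference between the gene models of the genotypes cancels in this term. Reads shared with close copies were not tested. Library size went with treatment in JaloEEP558, and its effect on this number was not tested. What in the parents would bring a difference in response about was not tested and stays open.

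*OFP7* rose in BAT93 and fell in JaloEEP558, with a Δlog2FC of -9.34 by the interaction term. It has few counts, up to 34 in a BAT93 library and up to 42 in a JaloEEP558 library. Counting noise of independent counts is argued against by the 95% interval of its ratio in BAT93, whose lower bound is 8.34, while the upper bound in JaloEEP558 is 0.161. Counts between lanes varied 1.85 to 2.27 times as much as independent ones, so these intervals are too narrow. The BAT93 call by itself was lost without BAT93 water replicate 2 (adjusted p = 0.0511, edgeR) or BAT93 CFBP6546R replicate 3 (adjusted p = 0.0626, edgeR), and over all its alternatives the adjusted p ranged from 0.00125 with DESeq2 to 0.0626. Over the 12 fits with a library left out, the Δlog2FC ranged from -11.88 to -8.75 and stayed past the threshold. The value of -11.88, without JaloEEP558 CFBP6546R replicate 3, depends on the prior count, as that group then had no counts. The interaction term tests the difference in response (adjusted p = 0.00819 with edgeR and 7.45e-06 with DESeq2, and up to 0.0399 over its alternatives). What in the parents brings it about was not tested. Reads of a related gene in a single genotype were not tested and also stay open.

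For *PDLP7*, the Δlog2FC was 11.83. All BAT93 CFBP6546R libraries had no counts of this gene, so the fitted value depends on the prior count and is not a bound. With each library left out, it ranged from 10.82 to 13.85 and stayed past the threshold. Over all its alternatives, the adjusted p ranged from 6.88e-06 with DESeq2 to 0.0626, so not every alternative kept it past the threshold. For *HSP17.6II*, the Δlog2FC was 10.32, and it ranged from 8.40 to 11.58 with each library left out, past the threshold in 12 of 12 fits. In JaloEEP558, CFBP6546R replicate 1 held 1573 of its counts, against 92 and 243 in the other CFBP6546R libraries. For *PNP-A*, the Δlog2FC was 8.59, from 7.94 to 9.93 with each library left out and past the threshold in 12 of 12 fits. For *TauE/SafE*, it was 5.05, from 3.97 to 5.46. That difference was not past the threshold without BAT93 CFBP6546R replicate 1, BAT93 CFBP6546R replicate 2 or JaloEEP558 water replicate 1 (adjusted p = 0.0533, 0.05005 and 0.0524, edgeR's interaction term). Over all its alternatives, the adjusted p ranged from 7.45e-06 with DESeq2 to 0.0533. The paper chose these genes on the same samples, so their differences are not independent evidence. No technical explanation was tested for them beyond the alternatives. The interaction term tests the difference in response, and what in the parents brings it about was not tested and stays open.

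DEGs also lie outside the paper's homologs. DESeq2 called 3953 DEGs among all BAT93 genes and 7179 among all JaloEEP558 genes, which is 1377 and 2676 more than the paper's numbers among homologs. The paper's DEGs number 2576 and 4503. A fit that differs from the paper's is argued against as the cause by Table S3. The 1995 rows held of Table S3 contain 216 genes that could be paired, and 0.463% of their 432 DESeq2 calls differed from the paper's. Table S3 lists DEGs only, so extra calls among other homologs would not show there. In simulated counts, 30.7% of DESeq2's calls by adjusted p were false in BAT93 and 35.5% in JaloEEP558, against 9.20% and 5.07% with edgeR. In these counts 200 genes were changed, and DESeq2 called 46 unchanged genes as DEGs in BAT93 and 76 in JaloEEP558, against 11 and 7 with edgeR. A false share among so few changed genes does not carry over to lists of this size. Reads from another organism, the bacterium included, were not tested for. A response to the treatment in genes outside the paper's homolog list stays open. That list leaves out paralogs and homologs with different best hits, so such genes can still have a homolog.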

How the results depend on the processing

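The thinning of all 12 libraries, the halved counts and the addition of genes of Table S13 to the sets were chosen after the results were seen.

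No DEG of either genotype changed sign under any alternative in which it was tested. JaloEEP558 had more DEGs than BAT93 under each alternative that keeps all libraries. Of the 3049 BAT93 and 6169 JaloEEP558 DEGs, 3011 and 6013 were also called by DESeq2. Of 31 log2FC values of named genes, 28 kept their direction and their side of the threshold with DESeq2, and 3 that edgeR did not call passed it. With a prior count of 2, 31 of 31 did so, with DESeq2's size factors 30 and with library size only 28.

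Testing |log2FC| over 1.5 within edgeR (glmTreat) left 306 DEGs in BAT93, 241 induced and 65 repressed, and 1943 in JaloEEP558, 995 induced and 948 repressed. This test asks more of each gene by construction. With a threshold of 1, BAT93 had 4875 DEGs (2347 induced, 2528 repressed), and with a threshold of 2 it had 1941 (887 and 1054). Fitting only genes of the homolog list gave 187 DEGs in BAT93 (96 induced, 91 repressed) and 392 in JaloEEP558 (195 and 197), because fewer genes were tested. In JaloEEP558, 2210 genes were repressed with at least 10 counts in every library, a filter that removes genes that fell to few counts. Library size only gave 1828 induced DEGs there, and the cause was not tested further than the shift of the median of all genes.

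When each library was left out in turn, the BAT93 DEGs ranged from 1439 to 3347, the induced ones from 851 to 1532 and the repressed ones from 588 to 1947. The BAT93 number was 1710 without water replicate 2 and 1439 without CFBP6546R replicate 3. In JaloEEP558 the range was 4515 to 8210. Fewer libraries give less power, but the highest counts were also reached in fits of 5 libraries. In JaloEEP558, the 8210 DEGs were found without CFBP6546R replicate 1. On the first and second principal components of the JaloEEP558 libraries, that replicate lay at 56.8 and -85.7. Replicate 2 lay at 128 and 23.2, and replicate 3 at 111 and 34.4. That library thus lay apart from its replicates. Whether this accounts for the number, and why other single libraries matter, was not tested.

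Core pairs numbered 187 at a threshold of 1 and 72 at 2, and 67 to 146 with each library left out. BAT93-specific pairs numbered 47 at a threshold of 2 and 24 to 104 with each library left out. When only pairs whose response differed between genotypes were counted as specific, 3 were left for BAT93 and 58 for JaloEEP558, by construction. Opposite pairs numbered 4 with DESeq2 and 1 to 3 with each library left out. Pairs whose response differed numbered 241 with DESeq2, and those differing by over 5 numbered 19. Over the fits with a library left out, these ranged from 34 to 287 and from 7 to 16. For these values the cause was not tested.

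Several values changed sign. The log2FC of *LHCB2* in BAT93 ranged from -1.17 to 0.88 with each library left out, and was above 0 only without BAT93 water replicate 1. In JaloEEP558, *EF1-α* had -0.39 and *Act11* -0.43 with library size only. Over the fits with a library left out, *EF1-α* ranged from -0.0772 to 0.39 and was below 0 without JaloEEP558 water replicate 1 or 2. *Act11* ranged from -0.0466 to 0.0897 and was below 0 without JaloEEP558 water replicate 1, water replicate 3 or CFBP6546R replicate 3. The BAT93 correlations between replicates and between treatments overlapped on raw counts, with a margin of -0.0973. The margin was 0.00516 on log2(CPM + 1) and 0.00612 with Spearman's rho. In JaloEEP558, the margin of 0.282 became 0.0320 and 0.0219. The cause was not tested.

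Among the lists of Table S7, the DEGs in BAT93 with each library left out ranged from 0 to 1 for NLRs in edgeR, 3 to 7 for RLKs, 1 to 2 for kinases, 13 to 26 for TFs, 0 to 4 for lipids and 1 to 5 for the cell wall. No NLR or lipid gene was called by edgeR without BAT93 CFBP6546R replicate 3, where 1 NLR and 3 lipid genes were DEGs when adjusted over the list alone. DESeq2 over all libraries called 1 and 3. In JaloEEP558 they ranged from 3 to 8 for lipids and from 6 to 12 for the cell wall. Median log2FC values of the annotated sets in JaloEEP558 ranged from -5.22 to -3.23 for receptor kinases, 0.49 to 0.86 for heat shock proteins and 0.12 to 1.62 for WRKY factors. For WRKY factors in BAT93 the range was 0.50 to 1.68. The heat shock median in JaloEEP558 was 0.15 with library size only. The cause was not tested.

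With the replicate number as a block, BAT93 had 2367 DEGs and JaloEEP558 5671. Pairs whose response differed numbered 47, and 6 of them by over 5. The block moved the adjusted p of *PDLP7* between genotypes to 0.0626, of *HIPP09* between genotypes to 0.0425, of *AIL1* in BAT93 to 0.0713 and of *TauE/SafE* in BAT93 to 0.0273 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all alternatives, these adjusted p-values ranged from 6.88e-06 to 0.0626 for *PDLP7*, 0.00421 to 0.234 for *HIPP09*, 0.00383 to 0.110 for *AIL1* and 0.00751 to 0.149 for *TauE/SafE*, with the lowest from DESeq2 each time. Libraries of the same number did not all deviate together. Their deviations correlated, across genes, with r = 0.0664, 0.128 and -0.0846 in BAT93 and 0.0226, 0.171 and -0.203 in JaloEEP558. The numbers are therefore not treated as pairs.

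Thinning each library to the smallest of its genotype left 2981 DEGs in BAT93 and 5875 in JaloEEP558, and halved counts left 2925 and 5903. Depth limits the genes with few counts, where a difference in a single genotype can go undetected. The gene set tests camera and fry were not run, since only part of the homolog list was used.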

Differences from the paper's values

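Values are compared with the paper's where both were computed on the same genes or libraries. For the 56 TFs of Table S7 that could be paired, the paper's table holds 14 repressed DEGs in BAT93, and 9 were found with edgeR. The alternatives applied to the lists of Table S7 were DESeq2 and each library left out. Of these, DESeq2 (14) and the fit without BAT93 water replicate 3 (11) came within 1.5 times of the paper's value. Leaving out any other BAT93 library did not. The paper's table holds 23 induced TFs in JaloEEP558, against 15. DESeq2 gave 23, and the fits without JaloEEP558 water replicate 2 (16), CFBP6546R replicate 1 (20) or CFBP6546R replicate 3 (16) came within 1.5 times. Those without the other JaloEEP558 libraries did not. Of the 15 paired cell wall genes, the paper's table holds 5 as repressed in BAT93, against 3. DESeq2 gave 5, and none of the fits with a library left out came within 1.5 times in that list.

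The paper's average numbers of mapped reads on genes per sample are 20197275 for BAT93 and 20731141 for JaloEEP558. The mean totals of the deposited counts were 37284479 and 38692087. The paper's average numbers of raw reads are 23237717 and 23040441, also below these totals, though raw reads and counts on genes are different quantities. No alternative set before the data were examined bears on these totals. The mean correlation of BAT93 water with JaloEEP558 CFBP6546R was 0.400 over the homolog pairs in use, and the paper's is about 0.54 in Fig. S1, read by eye over a wider set of homologs. It was 0.848 on log2(CPM + 1) and 0.871 with Spearman's rho, which also differ. For correlations within a genotype, all genes of its table were used, and this was settled after the values over pairs had also been seen.

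Some genes that the paper calls were not past the thresholds with edgeR. The paper's table gives *PDLP7* as repressed in BAT93. Its counts were too low for edgeR's filter, and it was called by DESeq2 (adjusted p = 0.0142) and by edgeR without the filter (adjusted p = 0.0431). *HSP23.6-MITO*, listed as induced in JaloEEP558, was also too low, and was called by DESeq2 (adjusted p = 1.22e-05) and by edgeR without the filter (adjusted p = 0.0145). *HSP17.6II*, listed as repressed in BAT93, was called by DESeq2 (adjusted p = 0.0319) and not by edgeR (adjusted p = 0.0682), and over all its alternatives the adjusted p ranged from 0.0319 to 0.278. *TauE/SafE*, also listed as repressed in BAT93, had an adjusted p of 0.0507 with edgeR. It was called by DESeq2 (adjusted p = 0.00751), with library size only (adjusted p = 0.0382, edgeR), with the replicate number as a block (adjusted p = 0.0273, edgeR) and without BAT93 water replicate 1 (adjusted p = 0.0466, edgeR). Over all alternatives it ranged from 0.00751 to 0.149.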

Other observations

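The test of a single water library for *LHCB2*, the thinning of all 12 libraries, the further counts over other splits and the comparison with the raw reads of the paper were chosen after the results were seen.

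JaloEEP558 had more DEGs than BAT93, 6169 against 3049. Depth is argued against as the whole cause, since with all 12 libraries thinned to the smallest the ratio of DEGs was 2.02. Larger spread between BAT93 replicates is argued against by the genes with |log2FC| over 1.5 at any p, 7227 against 4058, a ratio of 1.78. A single deviating BAT93 library is argued against by the ratio of the lowest JaloEEP558 count to the highest BAT93 count over fits with a library left out, 1.35. The BAT93 count itself depends on single libraries, with 1710 DEGs without water replicate 2 and 1439 without CFBP6546R replicate 3. Gene length is argued against by the ratio of the shares of DEGs in 5 length classes, which was lowest at 1.96 and highest at 2.34. Scaling with library size only gave a ratio of 2.16. That scaling leaves differences in library composition uncorrected, so it cannot decide whether composition is a cause. In BAT93, 1 of 10 splits of the libraries, the real one, gave as many DEGs, and in JaloEEP558 also 1 of 10. With 3 libraries against 3, these splits alone cannot exclude chance for either genotype. The other 9 splits gave 0 DEGs in edgeR in either genotype, with at most 1511 genes at an unadjusted p under 0.05 in BAT93 and 1426 in JaloEEP558, and DESeq2 called at most 68 and 26 DEGs in them. The replicates of both treatments did not overlap in 50.1% of the genes tested in BAT93 and 60.9% in JaloEEP558, against 10% by chance. A stronger response of the susceptible genotype is a hypothesis that remains open. Bacterial numbers in the leaflets, which could differ between genotypes, were not tested.

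Photosynthesis genes of chromosome 1 were lower after CFBP6546R in BAT93, with a median log2FC of -1.07. Without BAT93 water replicate 1, the median was -0.46, so a part of the size of this change may come from that single library. All 6 genes stayed below 0 without it. For *LHCB2* in BAT93, the log2FC of -0.63 became 0.88 without the same library, consistent with a single library behind its sign. Whether that library differs for a technical or a biological reason was not tested.

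Heat shock genes of chromosome 1 had a median log2FC of 0.59 in JaloEEP558. Without CFBP6546R replicate 1 of JaloEEP558 it was 0.49. The tested genes ranged from -1.23 to 8.66, and such a median hardly responds to its largest member. It therefore does not decide whether that single library is the cause. That library held 1573 counts of *HSP17.6II*, against 92 and 243 in CFBP6546R replicates 2 and 3. For Phvul.001G039800 it held 540, against 0 and 8. Without it, the log2FC of *HSP17.6II* was still 6.74. With library size only the median was 0.15, so its size depends on the scaling. The set has 5 tested genes, and a response to the bacterium stays open.

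The deposited totals lie above the paper's average numbers of mapped reads on genes. If both ends of each read pair had been counted, more genes could be expected with a count of 2 than of 1 within a lane. The opposite was seen, with a median ratio of 0.701 over libraries, so the test went against this explanation. The test covers only genes near the floor, which exclude nothing by themselves. The spread between lanes, looked at only afterwards, was 1.85 to 2.27 times that of independent counts. The totals, on average 37284479 and 38692087, also lie above the paper's average raw reads, 23237717 and 23040441, which 1 count per raw read cannot give if those averages cover the same libraries. This and the lane spread go with counting of both ends, and the ratio of genes goes against it. Whether the paper's raw reads are pairs or single ends is not stated in its text. On either reading, totals above the raw reads argue against 1 count per read pair, if those averages cover the same libraries. The ratio among genes near the floor goes the other way and cannot decide it. With counts halved, 2925 genes in BAT93 and 5903 in JaloEEP558 were DEGs.

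Some sets of chromosome 1 had too few tested genes to describe a family. A stearoyl-acyl-carrier-protein desaturase gene (Phvul.001G064100), named after its values were seen, had 11, 12 and 9 counts after water and 16422, 29 and 80 after CFBP6546R in JaloEEP558. Its log2FC was 10.40 (SE 2.80, adjusted p = 0.0227, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 gave no adjusted p for it. In the deposited table it is PVJaloEEP55800748g0134921. In BAT93 its log2FC was -0.47 (SE 1.67) and depended on single libraries. It was -0.81, 1.43 and -1.01 without BAT93 water replicates 1, 2 and 3, and 0.090, -4.84 and 0.10 without CFBP6546R replicates 1, 2 and 3. The other tested gene of fatty acid synthesis, a 3-ketoacyl-CoA synthase (Phvul.001G014100), had 1.37 (SE 0.308) in JaloEEP558 and 0.29 (SE 0.217) in BAT93. The median of both in JaloEEP558 was 5.89, and 2.68 without CFBP6546R replicate 1, where both were induced DEGs. The size of the change thus rests on that library, and its induction does not. The induced call of the desaturase gene was lost without JaloEEP558 water replicate 1, 2 or 3 (adjusted p = 0.0763, 0.0684 and 0.0785, edgeR), within 0.00275 to 0.0785 over its alternatives. Its difference between genotypes was not past the threshold (adjusted p = 0.0891, edgeR's interaction term).

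The genes below were also named after their values were seen. The single tested LOB gene (Phvul.001G244700) had -1.68 (SE 0.401) in BAT93 and -0.66 (SE 0.866) in JaloEEP558. It was a repressed DEG in BAT93 (adjusted p = 0.0221, edgeR), and with a BAT93 library left out it kept this call only without water replicate 3 (adjusted p from 0.000510 with DESeq2 to 0.0735 over its alternatives). In JaloEEP558 it was -0.75, -0.97 and -0.17 without water replicates 1, 2 and 3, -2.34, -0.20 and -0.26 without CFBP6546R replicates 1, 2 and 3, and -1.08 with library size only. It was a repressed DEG there without CFBP6546R replicate 1 alone, and the genotypes did not differ past the threshold (adjusted p = 0.598, edgeR's interaction term). A pathogenesis-related thaumatin gene (Phvul.001G005000) had 0.55 (SE 0.176) in BAT93 and -0.22 (SE 0.323) in JaloEEP558. The latter was -0.0076, -0.14 and -0.49 without water replicates 1, 2 and 3, -0.27, -0.024 and -0.31 without CFBP6546R replicates 1, 2 and 3, and -0.61 with library size only. A cellulose synthase-like gene (Phvul.001G211000) had -1.70 (SE 0.854) in BAT93, and -0.43 without BAT93 water replicate 1. In JaloEEP558 it had -0.25 (SE 0.838), and was -0.70, -0.22 and 0.33 without water replicates 1, 2 and 3, 0.22, -0.69 and -0.32 without CFBP6546R replicates 1, 2 and 3, and -0.76 with library size only. For expansins, xyloglucan endotransglucosylases and pectin methylesterase inhibitors, the median was -1.27 over 4 tested genes in BAT93 and -0.31 over 5 in JaloEEP558. Without BAT93 CFBP6546R replicate 2, the BAT93 median was -1.92 over 5 tested genes. In JaloEEP558, the median was -0.15, 0.11 and -0.76 without water replicates 1, 2 and 3, -1.49, -0.14 and 0.23 without CFBP6546R replicates 1, 2 and 3, and -0.64 with library size only.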
